# CKIP-1 limits foam cell formation and inhibits atherosclerosis by promoting degradation of Oct-1 by REGγ

**DOI:** 10.1038/s41467-018-07895-3

**Published:** 2019-01-25

**Authors:** Jiao Fan, Lifeng Liu, Qingyan Liu, Yu Cui, Binwei Yao, Minghua Zhang, Yabing Gao, Yesheng Fu, Hongmiao Dai, Jingkun Pan, Ya Qiu, Cui Hua Liu, Fuchu He, Yu Wang, Lingqiang Zhang

**Keywords:** Foam cells, Atherosclerosis

## Abstract

Atherosclerosis-related cardiovascular diseases are the leading cause of mortality worldwide. Macrophages uptake modified lipoproteins and transform into foam cells, triggering an inflammatory response and thereby promoting plaque formation. Here we show that casein kinase 2-interacting protein-1 (CKIP-1) is a suppressor of foam cell formation and atherosclerosis. *Ckip-1* deficiency in mice leads to increased lipoprotein uptake and foam cell formation, indicating a protective role of CKIP-1 in this process. Ablation of *Ckip-1* specifically upregulates the transcription of scavenger receptor LOX-1, but not that of CD36 and SR-A. Mechanistically, CKIP-1 interacts with the proteasome activator REGγ and targets the transcriptional factor Oct-1 for degradation, thereby suppressing the transcription of LOX-1 by Oct-1. Moreover, *Ckip-1*-deficient mice undergo accelerated atherosclerosis, and bone marrow transplantation reveals that *Ckip-1* deficiency in hematopoietic cells is sufficient to increase atherosclerotic plaque formation. Therefore, CKIP-1 plays an essential anti-atherosclerotic role through regulation of foam cell formation and cholesterol metabolism.

## Abstract (web summary)

In atherosclerotic plaques, transformation of macrophages into foam cells is a key step in initiating the inflammatory response. Here Fan et al. show that casein kinase 2-interacting protein-1 (CKIP-1) limits foam cell formation and atherosclerosis by preventing expression of the scavenger receptor LOX-1 through REGγ-mediated degradation of Oct-1.

## Introduction

Atherosclerosis is the underlying pathological process of coronary artery disease (CAD) and cerebrovascular disease, which are severe vascular diseases. Atherosclerosis is recognized as a chronic inflammatory disease of large and medium arteries including lipid metabolism disorder and recruitment of immune cells to the artery wall^1^. The crucial early step is the subendothelial retention of lipoproteins that leads to the recruitment of monocytes, which then differentiate into macrophages^2^. Mediated by scavenger receptors, mainly including CD36, scavenger receptor-A (SR-A) or lectin-like oxLDL receptor 1 (LOX-1), macrophages uptake modified lipoproteins such as oxidized LDL (oxLDL) and transform into cholesterol-laden foam cells, triggering a series of inflammatory responses and thereby promoting plaque formation^3^. The regulatory mechanism of this lipoprotein uptake-mediated foam cell formation process remains incompletely understood.

The PH (pleckstrin homology) domain-containing protein CKIP-1 (also known as PLEKHO1) was originally identified as an interacting protein of CK2 kinase and was further shown to play a crucial role in the regulation of tumorigenesis, cell apoptosis, cell morphology, and the actin cytoskeleton^4–8^. In particular, our previous studies showed that CKIP-1 depletion in mice manifests an age-dependent accumulation in bone mass due to increased osteoblast differentiation^9^ and those mice are also susceptible to pressure overload-induced cardiac hypertrophy^10^. Interestingly, CKIP-1 inhibits macrophage proliferation specifically at the late stage after M-CSF stimulation in cultured cells and *Ckip-1*^−/−^ mice spontaneously develop a macrophage-dominated splenomegaly and myeloproliferation^11^, indicating a role of CKIP-1 in macrophage regulation.

Since macrophage plays a critical role in the development of atherosclerosis^12,13^, we hypothesized that CKIP-1 might participate in the regulation of atherogenesis. We therefore generated double knockout mice lacking *Ckip-1* and *Apoe*. Here, we show that knocking out *Ckip-1* causes a significant increase in aortic root macrophage content, increases vascular inflammation, and enhances oxLDL uptake in macrophages, which culminates in heightened plaque burden in *Apoe*^*−/−*^ mice. Mechanistically, CKIP-1 interacts with the proteasome activator REGγ and targets the transcriptional factor Oct-1 for degradation, thereby suppressing the transcription of scavenger receptor LOX-1. Moreover, bone marrow transplantation reveals that *Ckip-1* deficiency in hematopoietic cells is sufficient to increase atherosclerotic plaque formation. Altogether, these findings provide insights to the role of CKIP-1 in the pathogenesis of atherosclerosis.

## Results

### Deletion of *Ckip-1* promotes foam cell formation

We first assessed the possible involvement of CKIP-1 in foam cell formation and found a dose-dependent and time-dependent increase of CKIP-1 protein level in the oxLDL-treated bone marrow-derived macrophages (BMDMs) (Fig. 1a). Treatment of macrophages with oxLDL also upregulated the level of CKIP-1 mRNA (Fig. 1b). Similar results were obtained in peritoneal macrophages (pMΦ) (Supplementary Fig. 1a, b). We found that only oxLDL, but not unmodified LDL or acetylated LDL (acLDL), upregulated CKIP-1 expression on BMDMs (Fig. 1c). Notably, the upregulation of CKIP-1 protein and mRNA by oxLDL was markedly inhibited by the treatment with NF-κB inhibitor BAY11-7082 (Fig. 1d). To explore the role of CKIP-1 in the foam cell formation, wild-type (WT) and *Ckip-1*^*−/−*^ BMDMs were incubated with oxLDL or serum from atherosclerosis-prone apolipoprotein E-deficient (*Apoe*^*−/−*^) mice, which contained atherogenic lipoprotein to induce foam cell formation. *Ckip-1*^*−/−*^ BMDMs showed an enhanced foam cell formation and accumulated more cholesteryl ester and free cholesterol compared with WT BMDMs (Fig. 1e, Supplementary Fig. 1c). Importantly, reconstitution of *Ckip-1*^*−/−*^ BMDMs with ectopic CKIP-1 reduced foam cell formation and cholesterol accumulation in macrophages (Fig. 1f, Supplementary Fig. 1d). These results strongly indicate that *Ckip-1* deficiency promotes foam cell formation.

**Fig. 1:**
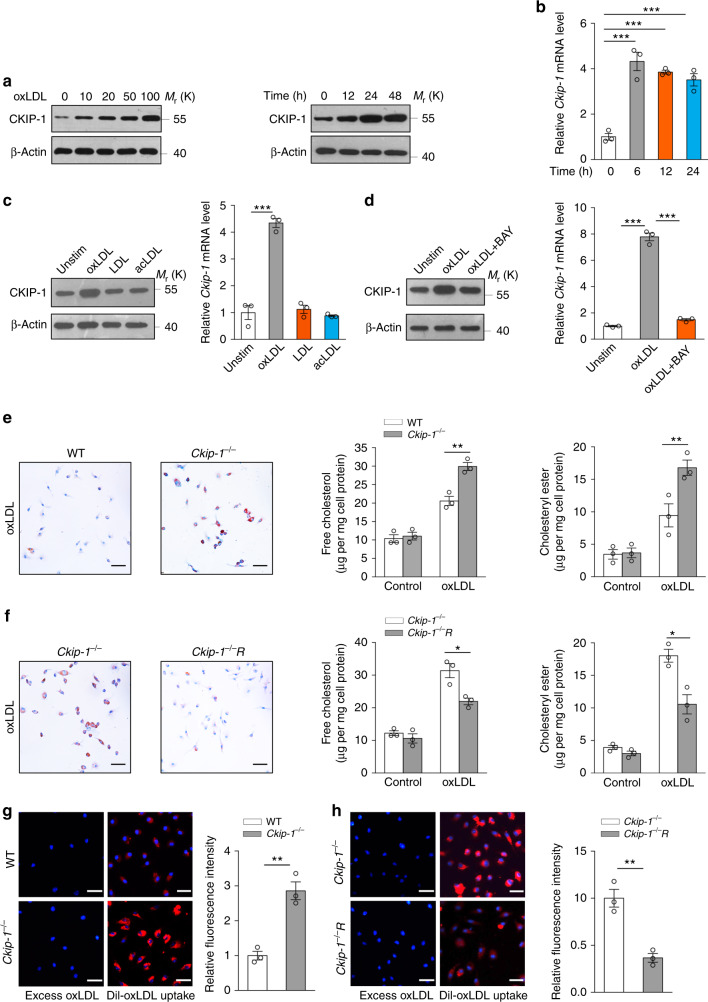
CKIP-1 reduces foam cell formation in macrophages. **a** CKIP-1 expression was assessed by western blot in BMDMs incubated with oxLDL (50 μg per ml) for the indicated time (left) and in BMDMs exposed to different doses of oxLDL for 24 h (right). **b** Real-time PCR analysis of mRNA levels for CKIP-1 in BMDMs after incubation with oxLDL (50 μg per ml) for indicated time. **c** Analysis of CKIP-1 expression in BMDMs treated with oxLDL, LDL, or acLDL (50 μg per ml) for 24 h. **d** BMDMs were treated with or without NF-κB inhibitor BAY11-7082 (10 μM) for 1 h and then stimulated with oxLDL (50 μg per ml) for 24 h. Protein levels and mRNA levels of CKIP-1 were assessed. **e** Increased foam cell formation and accumulation of unesterified cholesterol and cholesteryl ester in *Ckip-1*^*−/−*^ BMDMs after treatment with oxLDL (50 μg per ml) for 24 h. Scale bar, 50 μm. **f** Restoration of CKIP-1 into *Ckip-1*^*−/−*^ BMDMs (*Ckip-1*^−*/−*^R) reduced foam cell formation after treatment with oxLDL (50 μg per ml) for 24 h. Scale bar, 50 μm. **g** Total uptake of Dil-oxLDL was quantified in BMDMs from mice with the indicated genotypes. Scale bar, 25 μm. **h** Restoration of CKIP-1 into *Ckip-1*^*−/−*^ BMDMs reduced induced uptake. Scale bar, 25 μm. Data represent mean ± s.e.m. of *n* = 3 biologically independent experiments (**b**–**h**). *P* values were calculated by one-way ANOVA (**b**) and two-tailed Student’s *t*-test (**c**–**h**). *P < 0.05, **P < 0.01, ***P < 0.001. The precise *P* value and statistics source data are shown in Supplementary Data 2. Unprocessed original scans of blots are shown in Supplementary Fig. 6

To investigate whether increased uptake of modified forms of LDL could account for enhanced foam cell formation in *Ckip-1*^*−/−*^ macrophages, we performed uptake assays with Dil-labeled oxLDL. Immunofluorescence revealed a 2.5-fold increase of uptake in *Ckip-1*^*−/−*^ BMDMs compared with WT BMDMs (Fig. 1g). The enhanced oxLDL uptake by *Ckip-1*^*−/−*^ macrophages was reversed by restoration of ectopic CKIP-1 expression (Fig. 1h), substantiating a role of CKIP-1 in uptake of modified lipoproteins. When examining whether CKIP-1 is involved in cholesterol efflux, ^3^H-labeled cholesterol tracer was used to analyze the efflux to lipid-poor ApoA1 or HDL. Induction of cholesterol efflux or LXR agonists TO-901317 had no significant effect on the expression of CKIP-1 (Supplementary Fig. 1e, f) and cholesterol efflux to lipid-poor ApoA1 or HDL was comparable in WT and *Ckip-1*^*−/−*^ BMDMs (Supplementary Fig. 1g).

### CKIP-1 diminishes the expression of scavenger receptor LOX-1

To explore the mechanism of increased foam cell formation in *Ckip-1*-deficient macrophages, we performed RNA sequencing (RNA-seq) in WT and *Ckip-1*^*−/−*^ BMDMs. Total 667 differentially expressed genes (DEGs) were identified by RNA-seq including 459 upregulated and 208 downregulated genes in *Ckip-1*^*−/−*^ BMDMs (Fig. 2a, Supplementary Fig. 2a and Supplementary Data 1). Further analysis with Gene Ontology (GO) and KEGG pathway indicated that these DEGs were enriched for KEGG pathways for cell adhesion molecules and GO terms of multiple biological processes, molecular functions, and signaling pathways in *Ckip-1*-deficient macrophages (Supplementary Fig. 2b, c). Deletion of *Ckip-1* did not affect the expression levels of either ATP-binding cassette transporters responsible for cholesterol efflux, including ABCA1, ABCG1, and SR-BI (Supplementary Fig. 3a–c) or the enzyme required for cholesterol esterification (Supplementary Fig. 3d). Remarkably, the expression of scavenger receptor LOX-1 was upregulated by CKIP-1 deficiency (Fig. 2b). There are several major scavenger receptors in macrophages that are critical in active uptake of modified lipoproteins, such as CD36, SR-A, and LOX-1^14^. We found the basal level of LOX-1 was significantly increased in *Ckip-1*^*−/−*^ BMDMs compared with WT BMDMs, while no difference was observed in the expression levels of CD36 and SR-A (Fig. 2c). This phenomenon was confirmed by immunofluorescence measurement (Supplementary Fig. 3e). Under the condition of exposure with oxLDL, deletion of *Ckip-1* further increased LOX-1 expression at both mRNA and protein levels, but exerted no marked effect on CD36 or SR-A expression (Fig. 2c, d and Supplementary Fig. 3f, g). Similar results were obtained in peritoneal macrophages derived from WT and *Ckip-1*^*−/−*^ littermates (Supplementary Fig. 3h). Upon reconstitution of ectopic CKIP-1 in *Ckip-1*^*−/−*^ macrophages, the LOX-1 expression was reduced while the expression of CD36 and SR-A was unaffected by CKIP-1 overexpression (Fig. 2e), demonstrating that CKIP-1 specifically regulates the expression of LOX-1. We used a specific anti-LOX-1 antibody to block the LOX-1-mediated effect. Indeed, uptake of oxLDL was decreased by ~50% in *Ckip-1*^*−/−*^ BMDMs due to the neutralization of LOX-1 (Fig. 2f). Although there are alternative pathways other than scavenger receptor to mediate the uptake of lipoprotein, such as pinocytosis, we observed no difference in pinocytosis between the tested groups (Supplementary Fig. 3i). These data suggest that deletion of *Ckip-1* augments the cellular uptake of oxLDL, at least in part, through upregulation of LOX-1.

**Fig. 2:**
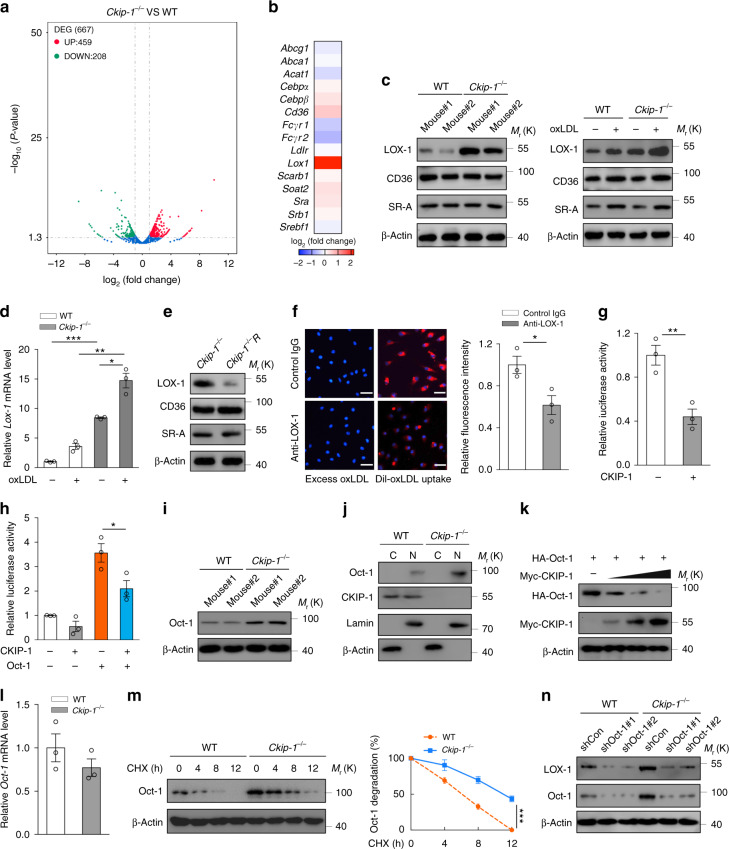
CKIP-1 diminishes Oct-1-mediated LOX-1 expression. **a**, **b** WT and *Ckip-1*^*−/−*^ BMDMs were analyzed RNA sequencing. Identification of the DEGs was graphed in volcano plot (**a**) and selected genes involved in foam cell formation (**b**) are shown as a heatmap. **c** Expression of LOX-1, CD36, and SR-A in WT and *Ckip-1*^*−/−*^ BMDMs after 24 h incubation with or without 20 μg per ml oxLDL. **d** mRNA levels of LOX-1 in BMDMs after incubation with or without oxLDL (20 μg per ml) for 24 h. **e** Expression of LOX-1, CD36, and SR-A in *Ckip-1*^*−/−*^ and *Ckip-1*^*−/−*^R BMDMs. **f** *Ckip-1*^*−/−*^ macrophages were incubated with anti-LOX-1 antibody (10 μg per ml) or control goat IgG for 1 h prior to the addition of Dil-oxLDL or excess unlabeled oxLDL. Total uptake of Dil-oxLDL in each group was quantified. Scale bar, 25 μm. **g**, **h** Luciferase assay in HEK293T cells were transfected with the LOX-1/pGL3 luciferase plasmid and other plasmids as indicated. The luciferase activities were represented after normalization against renilla luciferase activity. **i** Expression analysis of Oct-1 in WT and *Ckip-1*^*−/−*^ BMDMs. **j** The nuclear and cytoplasmic protein samples from WT and *Ckip-1*^*−/−*^ BMDMs were subjected to western blot analysis. β-actin and Lamin were examined to indicate the cytoplasmic (C) and nuclear (N) extracts, respectively. **k** The 293T cells were co-transfected with HA-Oct-1 with increasing amount of Myc-CKIP-1 as indicated. The protein levels were determined by western blot. **l** mRNA levels of Oct-1 in WT and *Ckip-1*^*−/−*^ BMDMs. **m** WT and *Ckip-1*^*−/−*^ BMDMs were treated with cycloheximide (CHX, 10 μg per ml) for the indicated times. Western blot showing relative protein expression levels. **n** Knockdown of Oct-1 expression in WT and *Ckip-1*^*−/−*^ macrophages transfected with Oct-1-shRNA #1, #2 by lentivirus and proteins were analyzed by western blot. Data represent mean ± s.e.m. of *n* = 3 biologically independent experiments (**d**, **f**, **g**, **h**, **l**, **m**). *P* values were calculated by two-tailed Student’s *t*-test (**d**, **f**, **g**, **h**, **l**) and two-way ANOVA (**m**). *P < 0.05, **P < 0.01, ***P < 0.001. The precise *P* value and statistics source data are shown in Supplementary Data 2. Unprocessed original scans of blots are shown in Supplementary Fig. 6

Overexpression of CKIP-1 significantly inhibited the activity of a luciferase reporter driven by LOX-1 promoter region (Fig. 2g), suggesting that CKIP-1 inhibits the transcription of LOX-1 directly. We next investigated the mechanism of how CKIP-1 regulates the transcription of LOX-1. NF-κB has been reported to play a critical role in inflammation and transcriptionally regulate LOX-1; however, CKIP-1 did not affect the expression of NF-κB in macrophages (Supplementary Fig. 3j) and NF-κB inhibitor BAY 11-7082 exerted no marked effect on the upregulated expression of LOX-1 in *Ckip-1*^*−/−*^ BMDMs (Supplementary Fig. 3k). There is evidence for octamer-binding transcription factor 1 (Oct-1, encoded by *POU2F1*) to foster LOX-1 expression^15^. We observed that the overexpression of Oct-1 significantly enhanced the reporter activity of LOX-1 promoter and co-expression of CKIP-1 repressed the transcriptional factor activity of Oct-1 towards LOX-1 promoter (Fig. 2h). Interestingly, the expression of Oct-1 protein was increased in *Ckip-1*^*−/−*^ BMDMs compared with WT cells (Fig. 2i), suggesting that CKIP-1 regulates Oct-1 expression level rather than NF-κB level. Cell fractionation analysis showed that endogenous Oct-1 was mainly localized in the nucleus of BMDMs and deletion of *Ckip-1* resulted in an increase of nuclear Oct-1 (Fig. 2j). Ectopic expression of CKIP-1 resulted in a marked reduction of Oct-1 protein in a dose-dependent manner (Fig. 2k). Importantly, the levels of Oct-1 mRNA were comparable in WT and *Ckip-1*^*−/−*^ BMDMs (Fig. 2l). Protein half-life analysis showed that Oct-1 protein was more stable in *Ckip-1*^*−/−*^ BMDMs as compared with WT BMDMs (Fig. 2m), suggesting that CKIP-1 negatively regulates the stability of Oct-1 protein. Knockdown of Oct-1 by two independent shRNAs in *Ckip-1*^*−/−*^ macrophages reduced the expression of LOX-1 (Fig. 2n), substantiating a role of Oct-1 in CKIP-1-mediated repressive effect on LOX-1 expression.

### CKIP-1 promotes proteasomal degradation of Oct-1 via REGγ

We therefore explored the mechanism of the destabilization of Oct-1 protein by CKIP-1. Initially, we performed a co-immunoprecipitation (Co-IP) assay to test whether CKIP-1 interacts with Oct-1 directly, but failed to detect an obvious binding (Fig. 3a). To identify the possible mediator linking CKIP-1 and Oct-1, we performed a yeast two-hybrid assay with CKIP-1 as the bait to screen a human adult brain library. One of the positive clones encoded the full-length REGγ (regulator γ of proteasome, also known as PA28γ, PSME3) (Supplementary Table 1), a member of 11S family of proteasome activator of the core proteasome^16^. Recent studies indicate that REGγ can target intact proteins for degradation in ubiquitin- and ATP-independent manner^17^. Several transcriptional factors or coactivators, such as SRC-3, p53, and c-Myc, have been identified as REGγ targets^18–20^. We then examined the interaction between CKIP-1 and REGγ, and Co-IP assays readily revealed an association between CKIP-1 and REGγ (Fig. 3b). The endogenous interaction between CKIP-1 and REGγ was also observed in BMDMs (Fig. 3c). Immunofluorescence analysis showed that endogenous CKIP-1 was expressed and localized in both the nucleus and the cytoplasm, whereas REGγ was found mainly in the nucleus and co-localized with CKIP-1 (Fig. 3d). Strikingly, we found that REGγ interacted with Oct-1 as well (Fig. 3e, f). We then asked whether REGγ contributes to the CKIP-1-mediated regulation of Oct-1 protein stability, and expectedly, we found that knockdown of REGγ abrogated the CKIP-1-mediated downregulation of Oct-1 protein levels (Fig. 3g). As a support, the overexpression of REGγ promoted the degradation of Oct-1, and CKIP-1 and REGγ had the synergic function on Oct-1 regulation (Fig. 3h, i). Furthermore, knockdown of REGγ by shRNA caused an increase in Oct-1 protein levels in macrophages (Fig. 3j). In addition, knockdown of REGγ prolonged the half-life of Oct-1 protein in macrophages (Fig. 3k). Treatment with MG132, a potent proteasome inhibitor, completely blocked the REGγ-mediated Oct-1 degradation (Fig. 3l), indicating that REGγ-promoted Oct-1 degradation is dependent on the proteasome activity. Ectopic expression of WT REGγ but not its inactive mutant REGγ-N151Y promoted the degradation of Oct-1 (Fig. 3m). The interaction between CKIP-1 and Oct-1 could not be detectable until REGγ was introduced into the cells (Fig. 3n). In the presence of REGγ, both CKIP-1 and Oct-1 could be co-immunoprecipitated with REGγ (Fig. 3n). Taken together, these findings indicate that the CKIP-1-dependent destabilization of Oct-1 protein is mediated, at least partially, by the interaction of CKIP-1 with the proteasome activator REGγ.

**Fig. 3:**
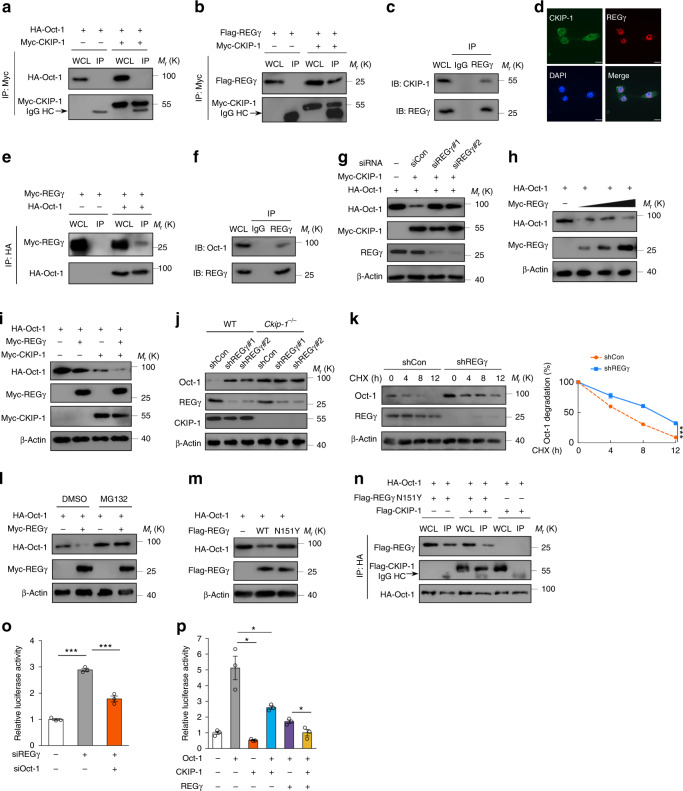
CKIP-1 regulates the stability of Oct-1 via REGγ-dependent proteasome degradation. **a** Co-IP of Oct-1 and CKIP-1. HA-Oct-1 and Myc-CKIP-1 were transfected into HEK293T cells. IP immunoprecipitation, WCL whole cell lysate. **b** Co-IP of CKIP-1 and REGγ. Flag-REGγ and Myc-CKIP-1 were transfected into HEK293T cells. **c** Co-IP interaction assay for the endogenous interaction between CKIP-1 and REGγ in BMDMs. **d** Immunofluorescence assays show the co-localization of CKIP-1 and REGγ in BMDMs. Scale bar, 25 μm. **e** Co-IP of Oct-1 and REGγ. Myc-REGγ and HA-Oct-1 were transfected into HEK293T cells. **f** Co-IP interaction assay for the endogenous interaction between REGγ and Oct-1 in BMDMs. **g** HA-Oct-1, Myc-CKIP-1, and REGγ siRNA were cotransfected into HeLa cells and proteins were analyzed by western blot. **h** HEK293T cells were co-transfected with HA-Oct-1 with increasing amount of Myc-REGγ as indicated. **i** HEK293T cells were transfected with HA-Oct-1, Myc-REGγ, Myc-CKIP-1 or together as indicated. **j** Knockdown of REGγ levels in WT and *Ckip-1*^*−/−*^ macrophages transfected with REGγ-shRNA #1, #2 by lentivirus. **k** Knockdown of REGγ in WT macrophages followed by CHX (10 μg per ml) treatment for the indicated times. **l** The transfected HEK293T cells were treated with MG132 (20 μM) as indicated for 8 h before harvest, and cell lysates were subjected to western blot. **m** HEK293T cells were transfected with HA-Oct-1 and WT REGγ or N151Y mutant, and cell lysates were subjected to western blot. **n** HEK293T cells were transfected with HA-Oct-1, Flag-CKIP-1, and Flag-REGγ N151Y mutant as indicated, and Co-IP assays were performed. **o** HeLa cells were transfected with siRNA against REGγ or Oct-1 as indicated and then cells were transfected with Renilla luciferase plasmids together with LOX-1/pGL3 luciferase plasmid. **p** Luciferase assay in HEK293T cells were transfected with the LOX-1/pGL3 luciferase plasmid and CKIP-1, Oct-1, REGγ plasmids as indicated. Data represent mean ± s.e.m. of *n* = 3 biologically independent experiments (**k**, **o**, **p**). *P* values were calculated by two-way ANOVA (**k**) and two-tailed Student’s *t*-test (**o**, **p**). *P < 0.05, **P < 0.01, ***P < 0.001. The precise *P* value and statistics source data are shown in Supplementary Data 2. Unprocessed original scans of blots are shown in Supplementary Fig. 6

Because REGγ can promote the degradation of Oct-1, we examined whether REGγ affects Oct-1-mediated expression of LOX-1 using a luciferase reporter gene assay. We found that knockdown of REGγ significantly increased the activity of LOX-1 promoter, which could be reversed by Oct-1 knockdown (Fig. 3o). Moreover, REGγ could suppress the Oct-1-mediated transcriptional response of LOX-1 promoter and the repressive effect could be further enhanced by CKIP-1 (Fig. 3p). These results demonstrate that CKIP-1 cooperates with REGγ to repress the Oct-1-mediated transcription of LOX-1. The role of Oct-1 in transcriptional regulation has been described for a number of target genes^21–23^. We also detected the regulation of CKIP-1 and REGγ on other Oct-1 targets, such as Cdx-2, interleukin-2 (IL-2), and HMGB3. Deletion of CKIP-1 or knockdown of REGγ in macrophages upregulated the expression of HMGB3, but exerted no marked effect on the expression of Cdx-2 or IL-2 (Supplementary Fig. 3l, m), which may be cell type-specific or tissue-specific genes regulated by Oct-1.

Our previous studies demonstrated that *Ckip-1*^*−/−*^ mice spontaneously developed splenomegaly with enlarged lymphoid follicles, and flow cytometry data revealed that the number of splenic macrophages and monocytes, but not T or B cells, were significantly increased in *Ckip-1*^*−/−*^ mice compared to WT littermates^11^. We also performed complete blood cell analysis of peripheral blood from WT and *Ckip-1*^*−/−*^ mice and observed no difference in red blood cells, total white blood cells, or neutrophils levels between the tested groups (Supplementary Fig. 3n).

### Loss of *Ckip-1* promotes atherosclerosis

Based on the above findings, we hypothesized that deletion of *Ckip-1* might promote atherosclerosis. Thioglycollate-elicited pMΦ isolated from Western diet-fed *Apoe*^*−/−*^ mice, which is commonly used for foam cells formation in vivo, showed much higher expression of CKIP-1 mRNA compared with macrophages from chow-fed mice (Fig. 4a). We found that CKIP-1 was expressed in the CD68-positive macrophages in aortic sinus plaques of *Apoe*^*−/−*^ mice (Fig. 4b). The co-localization of CKIP-1 and REGγ was also observed in the mouse atherosclerotic lesions (Fig. 4c). Compared with the WT mice, the expression of CKIP-1 mRNA in the aortic arch, which is the second atherosclerosis-prone site in mice, was more abundant in *Apoe*^*−/−*^ mice and was further upregulated in the Western diet-fed mice (Fig. 4d). Similar results were obtained with the *Ldlr*^*−/−*^ mouse model of atherosclerosis (Fig. 4e). Western blot analysis also revealed that CKIP-1 was highly expressed in Western diet-fed *Apoe*^*−/−*^ mice compared with chow-fed mice (Fig. 4f). Importantly, CKIP-1 was also expressed in human atherosclerotic lesions (Fig. 4g), suggesting that CKIP-1 expression is a common feature of mouse and human atherosclerotic plaques.

**Fig. 4:**
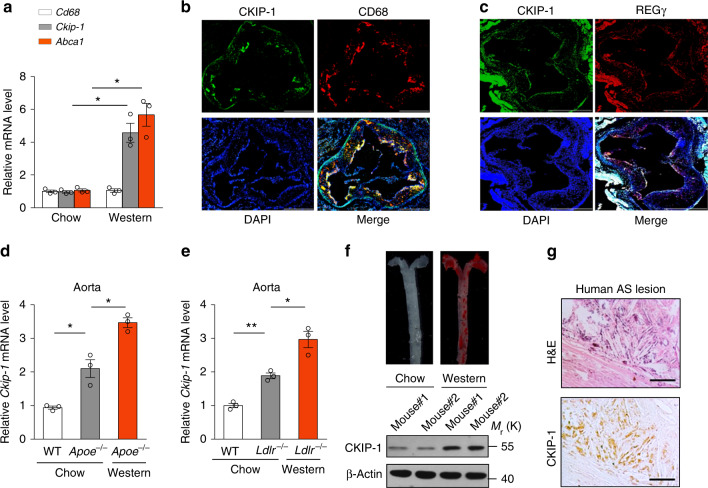
CKIP-1 is highly expressed in atherosclerotic lesion. **a** mRNA levels in pMΦ for CD68, CKIP-1, and ABCA1 (control gene) were compared between chow-fed and Western diet-fed *Apoe*^*−/−*^ mice. **b** CKIP-1 expression was detected by immunofluorescence staining and located with CD68 in *Apoe*^*−/−*^ mouse atherosclerotic lesions (CKIP-1, green; CD68, red; DAPI, blue). Scale bar, 500 μm. **c** Immunofluorescence staining for CKIP-1 and REGγ in *Apoe*^*−/−*^ mouse atherosclerotic lesions (CKIP-1, green; REGγ, red; DAPI, blue). Scale bar, 400 μm. **d** CKIP-1 mRNA levels were compared between the aortic arches of chow-fed WT mice and *Apoe*^*−/−*^ mice, and between the aortic arches of *Apoe*^*−/−*^ mice fed chow or a Western diet. **e** CKIP-1 mRNA levels were compared between the aortic arches of chow-fed WT mice and *Ldlr*^*−/−*^ mice, and between the aortic arches of *Ldlr*^*−/−*^ mice fed chow or a Western diet. **f** Atherosclerotic lesions of chow-fed and western-diet-fed *Apoe*^*−/*−^ mice were stained by Oil Red O. CKIP-1 expression in aortic arch of each group was detected by western blot. **g** Immunohistochemical staining for CKIP-1 in human autopsy atherosclerotic plaques, also stained with H&E to show histological features of the plaque. Scale bar, 50 μm. Data represent mean ± s.e.m. of *n* = 3 biologically independent experiments (**a**, **d**, **e**). *P* values were calculated by two-tailed Student’s *t*-test (**a**, **d**, **e**). *P < 0.05, **P < 0.01, ***P < 0.001. The precise *P* value and statistics source data are in Supplementary Data 2. Unprocessed original scans of blots are shown in Supplementary Fig. 6

To explore the possible role of CKIP-1 in atherosclerosis in vivo, *Ckip-1*^*−/−*^ mice were crossed with atherosclerosis-prone *Apoe*^*−/−*^ mice, both of which were in the C57BL/6 backgrounds. Then age- and sex-matched *Apoe*^*−/−*^ *Ckip-1*^−*/−*^ and *Apoe*^*−/−*^ littermates were fed a Western diet for 8 weeks (Supplementary Fig. 4a). Body weights and plasma cholesterol levels of mice with the indicated genotypes before and after being fed a Western diet for 8 weeks were comparable (Supplementary Fig. 4b). The levels of fasting triglycerides and lipoprotein profiles were also not significantly different between both genotypes fed a Western diet (Supplementary Fig. 4c). Despite similar cholesterol profiles, en face analysis of Oil Red O-stained atherosclerotic lesion area revealed an about 2.2-fold increase in *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice when compared to *Apoe*^*−/−*^ mice (Fig. 5a). Quantification of lesion burden by cross-sectional analysis of the aorta revealed that loss of CKIP-1 increased the lesion areas (Fig. 5b–e). The lesions were grouped into three categories as previously described^24^ and our analysis showed that *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ plaques had undergone more severe plaque progression (Fig. 5f), indicating that loss of CKIP-1 promotes the progression of atherosclerotic lesions to more advanced stages.

**Fig. 5:**
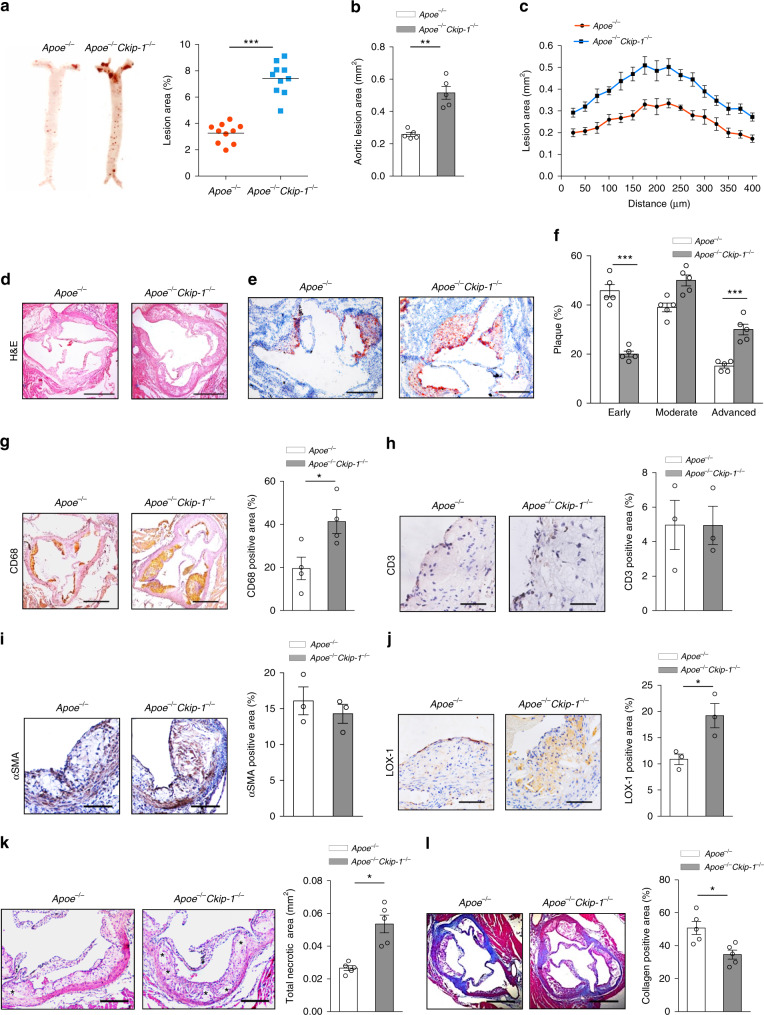
Deficiency of *Ckip-1* leads to severe atherosclerosis in *Apoe*^*−/−*^ mice. **a** *Apoe*^*−/−*^ and *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ littermates were fed a Western diet for 8 weeks. Representative images of en face Oil Red O-stained aortas from mice with the indicated genotypes. *n* = 10. **b** Quantification of lesion area of aortic plaques from each genotype. *n* = 5. **c** Lesion area of atherosclerotic plaques of the aortic roots of *Apoe*^*−/−*^ and *Apoe*^*−/−*^ *Ckip-1*^−*/−*^ mice, presented for each genotype across the 400 μm of the aortic root. *n* = 4. **d** Representative images of cross-sections of the aortic roots from mice with the indicated genotypes. Scale bar, 400 μm. **e** Representative images of cross-sections of the aortic sinus stained with oil red O. Scale bars, 400 μm. **f** The distribution of early, moderate, and advanced plaques based on histological staging of the atherosclerotic lesions. **g** CD68-positive macrophages in lesions from mice with indicated genotypes on a Western diet for 8 weeks. Scale bar, 500 μm. *n* = 3. **h**, **i** Analysis of plaque composition: sections from aortic sinuses were stained with antibodies against CD3 (**h**, T cells; scale bar, 100 μm) or αSMA (**i**, smooth muscle cells; scale bar, 200 μm). *n* = 3. **j** Immunohistochemical detections of LOX-1 in aortas. Scale bars, 100 μm. *n* *=* 3. **k** Representative sections of H&E-stained aortic roots from each group (asterisk indicates necrotic area). Scale bar, 200 µm. The bar graph shows quantification of necrotic areas, *n* = 5. **l** Representative pictures showing the collagen (blue) content from each group. Collagen content statistics are also shown, *n* = 5. Scale bar, 400 µm. Data represent mean ± s.e.m. *P* values were calculated by two-tailed Student’s *t*-test (**a**–**c**, **f**–**l**). *P < 0.05, **P < 0.01, ***P < 0.001. The precise *P* value and statistics source data are in Supplementary Data 2

We then conducted a more detailed analysis of aortic root plaque composition. Staining for biomarkers of macrophages (CD68), smooth muscle cells (α-smooth muscle actin, αSMA), or T cells (CD3) confirmed more macrophages in the plaques of *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice (Fig. 5g) and no difference in CD3-positive and αSMA-positive areas (Fig. 5h, i). To explore the role of CKIP-1 in cell apoptosis, we stained serial sections from the proximal aorta with terminal deoxynucleotidyl transferase-mediated dUTP nick-end-labeling (TUNEL). The percentage of TUNEL-positive (TUNEL^+^) cells in atherosclerotic lesions showed no difference between the two groups of mice (Supplementary Fig. 4d). The expression of scavenger receptor LOX-1 was upregulated in peritoneal macrophages from Western diet-fed *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice (Supplementary Fig. 4e). Furthermore, the expression of LOX-1 in atherosclerotic lesions was significantly increased in the absence of CKIP-1 with no significant difference in expression of CD36 and SR-A (Fig. 5j and Supplementary Fig. 4f, g). Analysis of plaque morphology showed that *Ckip-1* deficiency significantly increased the necrotic core areas (Fig. 5k) and promoted the degradation of collagen (Fig. 5l), which are important features of vulnerable plaques.

### *Ckip-1* deletion increases systemic inflammation and MMP activity

We next analyzed the expression of genes involved in vascular inflammation in the aortic wall of *Apoe*^*−/−*^ and *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice by mRNA expression array technology. 

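Aortic RNA of Apoe−/−Ckip-1−/− mice and of Apoe−/− mice, which lack apolipoprotein E and develop atherosclerosis, was compared on 3 two-colour oligonucleotide arrays after 12 weeks of Western diet. Each array carried RNA of 1 Apoe−/−Ckip-1−/− mouse labelled with Cy5 and of 1 Apoe−/− mouse labelled with Cy3, and no array with swapped dyes was labelled, so any dye bias of a spot stays in its ratio. Values are log2 ratios of Apoe−/−Ckip-1−/− over Apoe−/−, as the authors normalized them, and the method of normalization is not given in the sources used here. Scale and direction are stated for array 2 alone and were taken to be the same on the other arrays. The deposited table of log2 ratios holds 9890 rows, with 9890 values for array 1, 9361 for array 2 and 9608 for array 3, and the medians of the arrays were −0.06, 0.03 and −0.06. A separate list for array 2 gives intensities, ratios and gene names of part of the spots with at least a 2-fold ratio. Of the listed spots 445 were analysed here, 241 higher and 204 lower. All 445 of these ratios were found to 4 decimals in the table's column for array 2, but of 398 with a single match none was on the row with its own spot number. The column of array 1 does follow the spot numbers: over 24 spots of 10 genes, spots of the same gene had an SD of 0.28 there, against 1.34 after shuffling (one-sided permutation test, p = 0.0001, the smallest that 10000 shuffles can give), whereas in the column of array 3 it was 0.77 against 0.56. Gene values are therefore given for array 2 from its list and for array 1 by spot number, each from 1 pair of mice, and the values of array 3 were not assigned to genes. The listed spots were chosen by the authors for their ratio on array 2, so that value is not an independent estimate. The list gives values of array 2 alone, so array 1 was taken to have had no part in the choice. In the column of array 2, 437 values were at least 1 and 426 at most −1. The ratio alone thus does not define the list, and the further choice is not given in the sources used here. With these 2 arrays no p-value is given for a gene. Plekho1, the gene of CKIP-1, was low on both arrays, with a log2 ratio of −2.15 on array 1 and −1.79 on array 2. Of 418 genes and unnamed spots with a value on both arrays, 29 were at least 2-fold higher on both and 9 at least 2-fold lower on both. In opposite directions, 92 were at least 2-fold lower on array 2 and at least 2-fold higher on array 1, and 7 the other way round. Across these genes, which are not independent replicates, the 2 arrays had a Pearson's r of −0.40 and a Spearman's rho of −0.27, and for named genes without skeletal muscle genes r was −0.25. Spots under 2-fold on array 2 are absent, so these values do not describe the agreement of the arrays across all spots.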

The expression levels of the proinflammatory cytokines including interleukin (IL)-1β, IL-6, and matrix metalloproteinase (MMP)-9 were significantly upregulated in *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice (Fig. 6a). 

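On array 2, the spot of Il1b, which encodes the proinflammatory cytokine IL-1β, had a normalized ratio of 3.17 between the Apoe−/−Ckip-1−/− and the Apoe−/− aorta, a log2 ratio of 1.67. Il1b has no value for array 1 here, and IL-6 and MMP-9 were not analysed here. Ccl2, a chemokine that attracts monocytes, had a log2 ratio of 1.73 on array 1 and 1.01 on array 2. Of 5 chemokine genes with both values from a list fixed before the data were examined, 3 were above 0 on both arrays. These were Ccl2, Ccl8, with 2.97 on array 1 and 1.56 on array 2, and Cxcl16, with 0.70 and 1.36. The other 2, Cxcl13 and Ccl21a, were above 0 on array 1, at 1.02 and 0.14, and below 0 on array 2, at −2.96 and −1.31. Ccl21c, a chemokine gene outside the list, had 0.44 and −1.08. The median of the 5 listed chemokine genes on array 1 was 1.02, at the 91.8th percentile of 10000 random sets of listed genes of similar brightness, and at the 92.7th of sets with the same directions on array 2. Of 54 genes the paper names, 5 were among the spots listed for array 2 and used here, and the others have no value assigned. Both values were at hand for 4, of which Ccl2, Mmp12 and Vcam1 were above 0 on both arrays and Plekho1 below. Of all genes and unnamed spots higher on array 2, 61.9% were above 0 on array 1. Of 15 control genes, Gapdh alone was among the spots listed for a ratio of at least 2-fold on array 2 and used here, with log2 ratios of 0.95 and 1.02, and the others have no value assigned here. Spp1, which encodes osteopontin, had log2 ratios of 1.55 and 1.17 on arrays 1 and 2, and Il33, a cytokine of the interleukin-1 family, 0.39 and 1.10. Of 20 listed matrix metalloproteinases, 2 had both values. Mmp12, the macrophage elastase, had log2 ratios of 1.98 and 1.81, and Mmp2, a gelatinase, 0.98 and 1.11. Timp1, an inhibitor of these enzymes, had 1.64 and 1.55. Timp4, another inhibitor, had 0.07 and −1.41. Fcgr2b, an Fc receptor, had 2.04 and 1.53, and Cd74, a chaperone of antigen presentation, had ratios of 2.85 and 2.83 before log2. The spot that the array names H2-Eb1, another gene of antigen presentation, had log2 ratios of 2.07 on array 1 and −1.02 on array 2. Its accession gave a different gene, 2610524H06Rik, and that name was used here. Cd14, a monocyte receptor for bacterial lipopolysaccharide, was high on array 2 alone, at 3.10 against −0.15 on array 1. Its Cy3 intensity on array 2 was 168, where the lowest of the list was 149. The granulocyte genes S100a8 and S100a9 had log2 ratios of 1.06 and 2.07 on array 2, but −1.50 and −1.42 on array 1. The spots of Il1b, Cd14, S100a9, Il33 and Fcgr2b were among the dimmest 25% of the listed spots. Markers of another tissue differed in sign between the arrays: all 5 genes with both values from a list of heart and skeletal muscle markers were above 0 on array 1 and below 0 on array 2, with medians of 3.70 and −2.82. Of 20 listed immediate early and heat shock genes, which respond to stress of cells, 5 had both values. The heat shock genes Dnajb1, Hspa8 and Hsph1 were below 0 on array 1 and above 0 on array 2. The immediate early genes Egr1 and Jun were above 0 on both. No gene was tested here, since each array holds 1 pair of mice. The values on array 2 are also of spots selected by their ratio there. The medians on array 1 of the muscle and of the immediate early and heat shock genes are set against random sets further below. From the array, the paper states that proinflammatory cytokines and MMP-9 were upregulated in the absence of CKIP-1.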

Consistent with the array data, statistically significant differences were observed in the mRNA levels of IL-1β, IL-6, and CCL-2 detected by RT-PCR in the absence of CKIP-1 (Fig. 6b). Vascular cell adhesion molecule 1 (VCAM-1) expression by vascular cells is a characteristic feature of atherosclerosis, reflecting the inflammatory state in the plaque^25^. Similar to higher mRNA levels of VCAM-1, increased expression of VCAM-1 positive areas in *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ lesions was observed (Fig. 6b, c). In accordance with the mRNA level (Fig. 6a), there was a significant increase of MMP-9-positive areas and MMP activity assessed by in situ zymography in *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice lesions (Fig. 6d, e). As rupture of atherosclerotic plaques has been associated with increased activity of MMPs^26^, enhanced MMP activity may contribute to increased collagen breakdown in lesions of *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice.

**Fig. 6:**
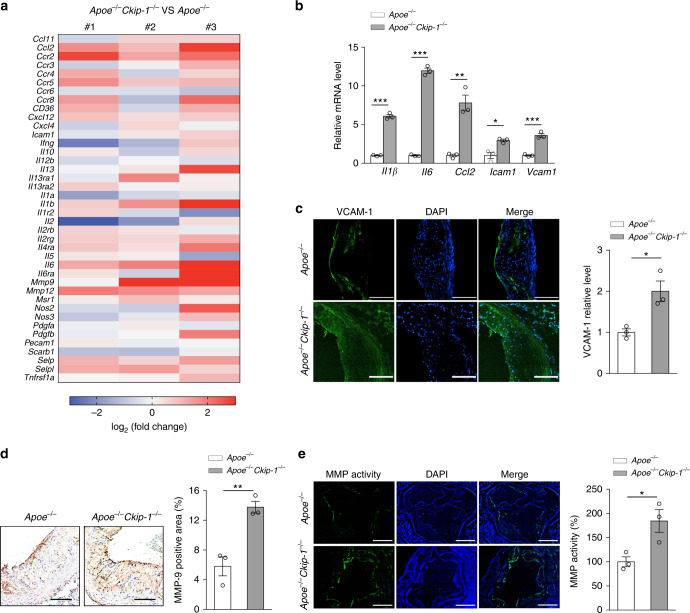
*Ckip-1* deficiency enhances systemic inflammation and matrix metalloproteinase activity. **a** Expression levels of the indicated genes were assessed by using three independent Capital Bio mRNA Array. The fold-change for each gene of *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ with respect to *Apoe*^*−/−*^ mice on a 12-week Western diet was calculated. **b** Relative expression levels of cytokine and chemokine mRNA in lesions from *Apoe*^*−/*−^ mice and *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice on a 12-week Western diet were measured by RT-PCR. *n* = 3. **c** Expression of VCAM-1 in lesions from aortic roots. Scale bars, 100 μm. *n* = 3. **d** Immunohistochemical detections of MMP-9 in aortas. Scale bars, 200 µm. *n* = 3. **e** MMP activity was studied by in situ zymography assay in aortas. Scale bars, 400 µm. *n* = 3. Data represent mean ± s.e.m. *P* values were calculated by two-tailed Student’s *t*-test (**b**–**e**). *P < 0.05, **P < 0.01, ***P < 0.001. The precise *P* value and statistics source data are in Supplementary Data 2

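Outside the cytokines, the genes listed for array 2 with the largest ratios on both arrays included Lum, which encodes the matrix proteoglycan lumican, with log2 ratios of 1.97 on array 1 and 3.20 on array 2. Fasn, the fatty acid synthase, had 1.34 and 3.37, and Eno1, an enzyme of glycolysis, had ratios of 3.49 and 3.64 before log2. H2-Bl, a gene of the major histocompatibility complex, had log2 ratios of 1.33 and 1.61, and IGHA, an immunoglobulin heavy chain, 1.69 and 1.30. Of 8 genes of collagens and matrix with both values, 7 were above 0 on both arrays, among them Col1a1, with 0.83 and 1.61, and Postn, which encodes periostin, with 0.51 and 2.03. Col15a1 had −0.14 on array 1 and 1.29 on array 2. The median of the 8 matrix genes on array 1 was 0.58, at the 70.6th percentile of random sets of listed genes and the 88.0th of sets with the same directions on array 2. Of 20 listed lysosomal genes, 4 had both values, and these 4 were above 0 on both arrays. Among them were Ctss, which encodes the elastin-degrading cathepsin S, at 1.83 and 1.05, and Ctsk, which encodes the collagen-degrading cathepsin K, at 0.53 and 2.18. The median of the 4 on array 1 lay at the 68.0th percentile, or the 89.0th with directions matched. Of 16 listed genes of fatty acid synthesis, 5 had both values. Of these, 3 were above 0 on both arrays, namely Fasn, Thrsp, with 1.03 and 2.07, and Acaca, with 0.45 and 1.40. Scd2, with −0.22 and 1.11, was below 0 on array 1, and so was the mean of Me1, with −0.18 and 1.30. The 2 spots of Me1 differed in sign on array 1, at −0.47 and 0.12. The median of the 5 on array 1 was at the 47.6th percentile, or the 67.0th with directions matched. The other members of these lists have no pair of values here, so no list is described as a whole. The genes with the lowest ratios on both arrays included Cd5l, a secreted protein of tissue macrophages, at −1.85 and −4.11, and the haemoglobin genes Hbb-b1, at −1.03 and −2.35, Hbb-bt, at −0.98 and −2.06, and Hba-a1, at −0.89 and −2.32. Dffa, an inhibitor of a nuclease of apoptosis, had −1.40 and −2.44, Aldh1a1, a retinaldehyde dehydrogenase, −1.05 and −1.64, and Smad7, an inhibitor of TGF-β signalling, −0.96 and −1.35. Tent5b had −1.10 and −1.38, and Cytl1 −1.09 and −1.02. The intensities of Cytl1 on array 2 were 11068 in Cy5 and 15055 in Cy3, so its 2-fold ratio there rests on the normalization. Of 20 listed adipocyte genes, 4 had both values, and these 4 were above 0 on array 1 and below 0 on array 2. Their median was −1.10 on array 2 and 0.96 on array 1, at the 73.2nd percentile, or the 43.0th with directions matched. The median on array 1 of all 192 genes and unnamed spots listed as lower on array 2 was also 0.96.

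**Figure D1:**
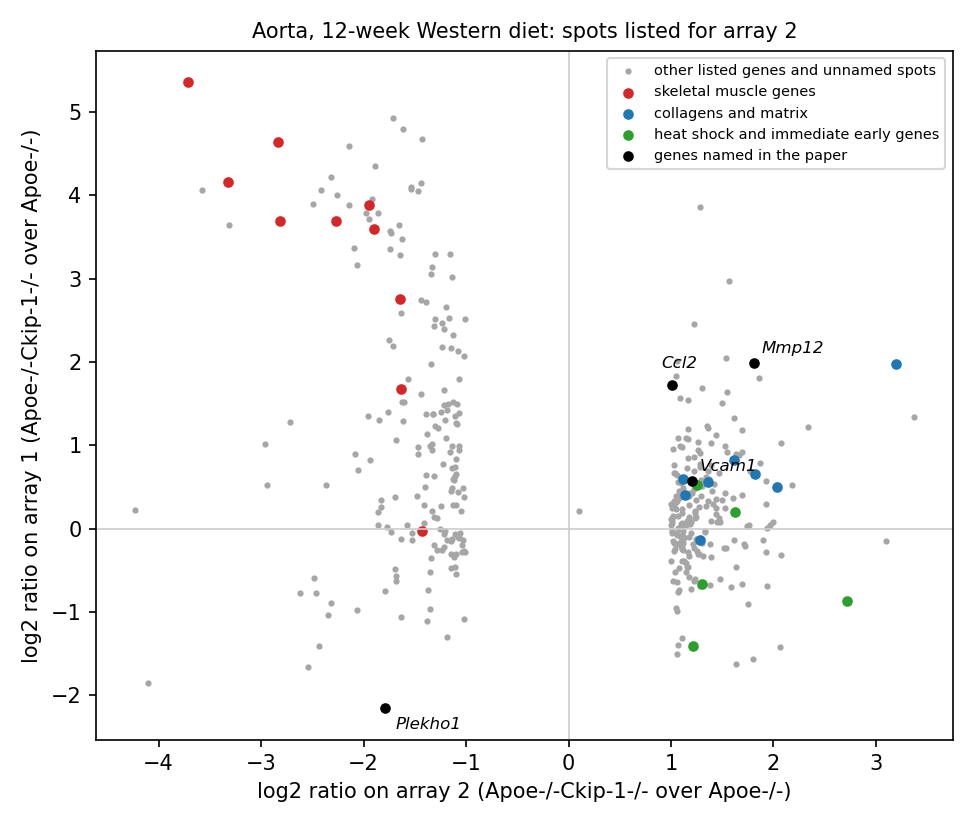
Log2 ratio of Apoe−/−Ckip-1−/− over Apoe−/− aorta on array 2 (horizontal axis) and array 1 (vertical axis) for the 418 genes and unnamed spots with both values, 1 pair of mice per array. Each point is a gene or an unnamed spot. Of 10 skeletal muscle genes, 9 lie at the upper left and Unc45b lies below 0 on both arrays, and the gap around 0 on the horizontal axis comes from the choice of spots with at least a 2-fold ratio on array 2. The point within it is Rsrp1, whose 2 spots, at −1.31 and 1.51 on array 2, were averaged.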

### CKIP-1 in hematopoietic lineage regulates atherosclerosis

Finally, to determine whether CKIP-1 expression in cells of the hematopoietic lineage or in stromal cells of the arterial compartment regulates atherosclerosis in *Apoe*^*−/−*^ mice, bone marrow transplantation was carried out with lethally irradiated mice as recipients. After 4-week recovery, mice were put on a high-fat diet for 8 weeks (Supplementary Fig. 5a). Successful reconstitution of recipient bone marrow with donor bone marrow was verified by PCR (Supplementary Fig. 5b). Homologous transfers of *Apoe*^−*/−*^ bone marrow into *Apoe*^*−/−*^ mice and of *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ bone marrow into *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice were served as controls. The atherosclerotic plaque burden was increased to a similar extent in *Apoe*^*−/−*^ mice receiving *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ bone marrow, whereas no effect on atherosclerosis was observed in chimeras with *Apoe*^*−/−*^ bone marrow in an *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ background (Fig. 7a). In line with these findings was the analysis performed for atherosclerotic lesions at the aortic root (Fig. 7b). There was no significant difference among these groups in body weight, plasma cholesterol, and triglyceride levels (Supplementary Fig. 5c). Collectively, these results of bone marrow chimeras strongly suggested that the hematopoietic expression of CKIP-1 plays a causal role in atherosclerosis.

**Fig. 7:**
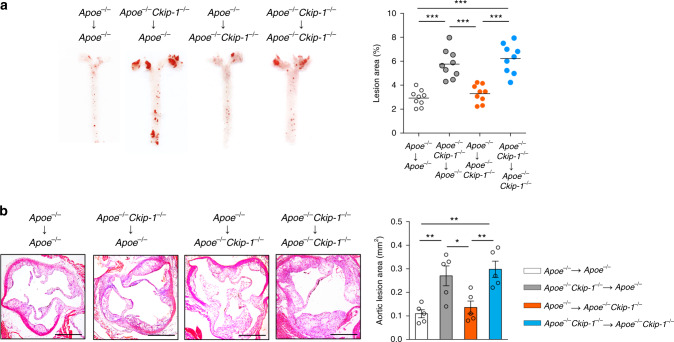
Deletion of *Ckip-1* in hematopoietic cells is responsible for the increased atherosclerosis in *Apoe*^−*/−*^ *Ckip-1*^*−/−*^ mice. **a** Bone marrow transfers were performed in 6-week old lethally irradiated *Apoe*^*−/−*^ and *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice followed by reconstitution with bone marrow from *Apoe*^*−/−*^ or *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice, respectively. Representative images of Oil Red O-stained aortas of each group chimeras and quantification of lesion area are shown, *n* = 9. **b** Representative images of cross-sections of the aortic roots from each group stained with H&E and quantification of aortic root lesion area are shown. Scale bar, 500 μm. *n* *=* 5. Data represent mean ± s.e.m. *P* values were calculated by two-tailed Student’s *t*-test (**a**, **b**). *P < 0.05, **P < 0.01, ***P < 0.001. The precise *P* value and statistics source data are in Supplementary Data 2

## Discussion

Lipid metabolism disorder and recruitment of immune cells to the artery wall are the underlying pathological processes of CAD and cerebrovascular disease^1^. Even at very early stages of atherogenesis, many macrophages ingest and process lipoproteins, displaying membrane-bound lipid droplets in the cytoplasm and acquiring a foam cell phenotype. A number of key signaling pathways are highly relevant to foam cell formation, including Ras and MAPK activation, TNF-α and related family members leading to activation of NF-κB and effects of reactive oxygen species (ROS) on signaling^27^.

CKIP-1 has originally been identified as an interacting protein of CK2 kinase, an ubiquitously expressed member of the PLEKH family which has been implicated in many key cellular processes in diverse cell types. Our previous studies demonstrated that CKIP-1 is a critical regulator of pathological cardiac hypertrophy and macrophage proliferation^11,28^. Here, we establish that CKIP-1 is expressed in mouse and human atherosclerotic plaques and show that genetic deletion of *Ckip-1* promotes atherosclerosis in a hyperlipidemic mouse model. We further show that *Ckip-1* deficiency leads to increased formation of foam cells and inflammation. Aortic plaque burden is significantly higher in *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice on Western diet than in *Apoe*^*−/−*^ controls. In addition, we find that *Ckip-1* deletion increases MMPs expression, and may thus support an instable plaque phenotype. Bone marrow transplantation experiments show that hematopoietic cells derived from *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ donors are sufficient to increase atherosclerotic plaque formation when transplanted to recipient mice. In vitro cell assays show that *Ckip-1* deficiency leads to increased intracellular accumulation of CE and to foam cell formation. Mechanistically, CKIP-1 interacts with REGγ and promotes the degradation of Oct-1, thus inhibiting the transcriptional activity of Oct-1 on LOX-1. In this manner, CKIP-1 attenuates cellular oxLDL uptake in macrophages and reduces the formation of foam cells. In contrast, *Ckip-1* deficiency results in the increased expression of LOX-1, facilitates uptake of oxLDL and accumulation of cholesterol within the cells, and further results in the promotion of atherosclerosis. On the basis of these findings, we can assume a protective role for CKIP-1 during foam cell formation and atherosclerosis (Fig. 8).

**Fig. 8:**
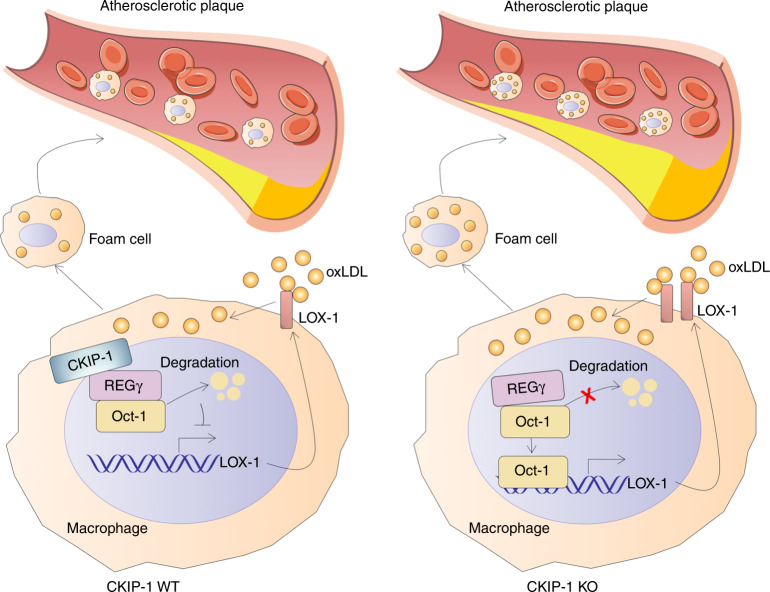
A proposed model for the role of CKIP-1 in atherosclerosis. CKIP-1 regulates the formation of foam cells by coupling proteasome activator REGγ to target the transcription factor Oct-1 for degradation, thereby suppressing the transcription of LOX-1 and the macrophage lipid uptake. On the contrary, *Ckip-1* deficiency results in the increased expression of LOX-1, facilitates uptake of oxLDL and accumulation of cholesterol within the cells, and further results in the promotion of atherosclerosis

The current study provides genetic evidence demonstrating that CKIP-1 is not only an inducible protein upon oxLDL (but not unmodified LDL and acLDL) stimulus, but also a brake-like regulator of foam cell formation and atherosclerosis. The underlying mechanism of foam cell formation may consist of an elevated uptake of proatherogenic lipoproteins, or an inability to remove cholesterol from cells resulting from a defective cholesterol efflux^3^. In this regard, we showed that *Ckip-1* deficiency leads to an increased uptake of lipoproteins without obvious effects on cholesterol removal. Early work suggested that uptake of oxidized LDL occurs via scavenger receptors^14^. Strikingly, we identified CKIP-1 as a specific suppressor of the expression of LOX-1, but not that of CD36 and SR-A. LOX-1 was originally identified as a receptor for oxLDL in endothelial cells^29^ and was also expressed in macrophages^30^. Baseline LOX-1 expression is very low in macrophages; however, it can be upregulated under circumstances of pathological stress such as atherosclerosis and plays a critical role in foam cell formation and inflammatory response in atherosclerotic plaques^31^. Accumulating evidence implicate an association between the expression of LOX-1 and the pathophysiology of atherosclerosis. Neutralization of LOX-1 is sufficient to decrease the uptake of oxLDL in *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ macrophages, suggesting that LOX-1 is involved in the inhibition of oxLDL uptake by CKIP-1. Thus, these findings add CKIP-1 into the LOX-1 axis of the complicated network regulating the development of atherosclerosis.

Our results provide insights into the stability control of Oct-1. A recent study showed that the ubiquitin E3 ligase TRIM21 enhances Oct-1 ubiquitylation and proteasomal degradation^32^. Here, we show that CKIP-1-dependent destabilization of Oct-1 protein is mediated, at least partially, by the interaction of CKIP-1 with the proteasome activator REGγ. CKIP-1 coupled the proteasome activator REGγ to directly recruit Oct-1 for proteasomal degradation, which process might be ubiquitin- and ATP-independent since it is the typical working pattern of REGγ. Recent findings revealed crucial roles of REGγ in regulating various processes or diseases, including energy homeostasis, tumorigenesis, inflammatory bowel disorder, rheumatoid arthritis, and host defense^33–37^. The identification of Oct-1 as a substrate of REGγ suggests that REGγ might also play a role in atherosclerosis, which is worthy of further investigations in the future.

In summary, we propose a working model that CKIP-1 couples proteasome activator REGγ to target Oct-1 for degradation, thereby suppressing the transcription of LOX-1. CKIP-1 is an intrinsic negative regulator of macrophage lipid uptake, and thus may act as a brake during foam cell formation and atherosclerosis. These data extended our understandings of CKIP-1 as a regulator of inflammatory response as well as atherogenesis progression, suggesting a potential strategy for atherosclerosis treatment based on targeting Oct-1-LOX-1 axis.

## Methods

### Animal

*Ckip-1*^*−/−*^ mice (C57BL/6 background) were generated and characterized in our laboratory^9^. *Apoe*^*−/−*^ (B6.129P2-*Apoe*^*tm1Unc*^/J) mice (C57BL/6 background) were purchased from the Jackson Laboratory. *Ckip-1*^*−/−*^ mice were intercrossed with *Apoe*^*−/−*^ mice^38^ to generate *Apoe*^*−/−*^ mice and *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ littermate controls. Atherosclerosis was induced by feeding gender-matched 8-week-old *Apoe*^*−/−*^ mice and *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice with a Western diet from Harlan Teklad (TD88137) for indicated times. All experimental procedures in mice were approved by the Laboratory Animal Center of Chinese Academy of Military Medical Sciences and complied with all relevant ethical regulations.

### Cells, plasmids, and reagents

HEK293T (ATCC CRL-3216) and HeLa (ATCC CCL-2) were obtained from the American Type Culture Collection (ATCC). Full-length of CKIP-1 and REGγ were constructed by inserting PCR amplified fragments into the related vectors. Detailed construct information is available upon request. Haemagglutinin (HA)-tagged Oct-1 was purchased from Addgene. The protein synthesis inhibitor cycloheximide (CHX) and the NF-κB inhibitor BAY 11-7082 were purchased from Sigma-Aldrich (St. Louis, MO, USA). The proteasome inhibitor MG132 was purchased from Calbiochem (Germany).

### Antibodies

All antibodies were purchased as follows: Anti-CKIP-1 (sc-50225; for immunohistochemical analysis (IHC), 1:100 dilution; for immunofluorescent analysis (IF), 1:1000 dilution; for western blot analysis (WB), 1:500 dilution), anti-Oct-1 (sc-8024; for WB, 1:500 dilution; for immunoprecipitation analysis (IP), 1:50 dilution), anti-ABCG1 (sc-11150; for IF, 1:100 dilution; for WB, 1:200 dilution), anti-Lamin (sc-518013; for WB, 1:200 dilution), anti-SR-B (sc-32342; for IF, 1:100 dilution; for WB, 1:200 dilution), and anti-actin (sc-1616; for WB, 1:1000 dilution) antibodies were purchased from Santa Cruz. Anti-REGγ (ab157157; for WB, 1:500 dilution; for IP, 1:50 dilution; for IF, 1:100 dilution), anti-CD68 (ab125212; for IHC, 1:200 dilution; for IF, 1:200 dilution), anti-CD3 (ab16669; for IHC, 1:100 dilution), anti-SMA (ab9465; for IHC, 1:200 dilution), anti-ABCA1 (ab18180; for IF, 1:200 dilution; for WB, 1:200 dilution), and anti-ACAT-1 (ab168342; for WB, 1:500 dilution) antibodies were purchased from Abcam. Anti-LOX-1 (AF1564; for IHC, 1:200 dilution; for IF, 1:200 dilution; for WB, 1:1000 dilution), anti-CD36 (AF2519; for IHC, 1:200 dilution; for IF, 1:200 dilution; for WB, 1:1000 dilution), anti-SR-A (AF1797; for IHC, 1:200 dilution; for IF, 1:200 dilution; for WB, 1:1000 dilution), anti-MMP-9 (AF909; for IHC, 1:200 dilution), and anti-VCAM-1 (AF2519; for IF, 1:200 dilution) antibodies were purchased from R&D. Anti-HA (M180-3; for WB, 1:1000 dilution) and anti-Myc (M047-3; for WB, 1:1000 dilution) antibodies were purchased from MBL. Anti-Flag (F7425; for WB, 1:1000 dilution) antibody was purchased from Sigma. Anti-NF-κB (8242; for WB, 1:1000 dilution) antibody was purchased from Cell Signaling Technology.

### Bone marrow transplantation

Bone marrow was collected from sex-matched donor mice femur and tibia. Recipient mice were exposed to lethal irradiation with two 5.5 Gy doses (total 11 Gy) at a 4 h interval in order to minimize radiation toxicity and then transplanted with 10^7^ bone marrow cells by tail vein injection. Transplanted mice were then fed with a Western diet for 8 weeks after 4 weeks recovery. Bone marrow reconstitution was confirmed by PCR analysis.

### Atherosclerotic lesion analysis

Mice fed a Western diet for 8 weeks were anesthetized and euthanized. The entire aortas were isolated and were stained with Oil Red O (Sigma-Aldrich, St. Louis, MO, USA) for en face analysis. For the aortic sinus analysis, aortic roots were dehydrated and paraffin embedded and serial cryosections were taken from the region of the proximal aorta through the aortic sinuses and stained with hematoxylin and eosin (H&E). Oil Red O staining for lipids in cryosections of aortic root was performed using Oil Red O staining Kit (Genmed Scientifics Inc., USA) as recommended by manufacturer’s instructions. Morphological analysis of collagen contents in the lesion was stained with Masson’s trichrome. The necrotic core was defined as a clear area that was H&E free. Classification of aortic plaques was carried out according to severity as early stage: lesions with early fatty streaks, moderate stage: moderate lesions with a collagenous cap, and advanced stage: advanced lesions with involvement of the media and increased necrotic area, as described before^24^. Apoptotic cells were labeled by TUNEL using the In Situ Cell Death Detection Kit (Roche, Switzerland) according to manufacturer’s instruction and observed using fluorescence microscopy. MMP activity was studied by in situ zymography assay. Non-fixed aorta sections prepared by cryostat were thawed and incubated using In Situ Zymography Kit (Genmed Scientifics Inc., USA) as recommended by manufacturer’s instructions and observed using fluorescence microscopy.

### Histological analysis of human tissue

Human atherosclerotic and normal aortic tissues were obtained at the time of autopsy from donors, with informed consent and approval from Chinese PLA General Hospital Ethical Committee. Paraffin-embedded aortic tissues were deparaffinized in xylene and re-hydrated following antigen retrieval and washed by phosphate-buffered saline. Endogenous tissue peroxidase activity was quenched by 3% H_2_O_2_, and blocked in bovine serum albumin. The primary antibody for CKIP-1 (Santa Cruz Biotechnology, CA, USA; sc-50225, 1:100 dilution) was incubated overnight. The sections were washed next day and incubated in secondary antibody. The expression of CKIP-1 was visualized by ABC kit (Boster, CA, USA).

### Immunohistochemistry

Cross-sections of the aortic root were stained with primary antibodies followed by HRP-conjugated secondary antibodies and developed with DAB substrate (brown). Images were captured under the Nikon Bx60 microscope connected to a Nikon DP70 camera with Cell-F imaging software (Soft Imaging System) and quantification was performed with Image Pro Plus Software.

### Immunofluorescence

For frozen sections, frozen sections were fixed in acetone, and processed for antibodies according to standard protocols. For cells, cells were fixed in 4% formaldehyde, permeabilized with 0.2% Triton X-100, and blocked with 3% BSA/PBST. Cells were then incubated with primary antibodies. The corresponding secondary antibodies were from CWBIO (Beijing, China). Images were captured and processed using identical settings in the Zeiss LSM 510 Meta inverted Confocal Microscope.

### Lipids analysis and lipoprotein profile measurement

Mice were fasted overnight before blood samples were collected. Plasma was separated by centrifugation and stored at −80 °C. Total and free cholesterol and triglycerides were enzymatically measured with Cholesterol/CE Quantitation Kit II (Biovision, Mountain View, CA, USA) and Triglyceride Quantification Kit (Biovision, Mountain View, CA, USA) as recommended by manufacturer’s instructions. The concentrations of HDL-cholesterol and LDL-cholesterol in plasma were determined using enzymatic colorimetric assays (Zhongsheng Beikong Bio-technology and Science Inc., Beijing, China) according to the manufacturer’s instructions. Cellular protein concentration was assessed using Pierce BCA Protein Assay Kit (Thermo, CA, USA).

### Foam cell formation

Cells were plated on 12-well plates and incubated with oxLDL (Unionbiol, Beijing, China) for 24 h and then the cells were fixed with 4% formaldehyde, stained with oil red O (Sigma-Aldrich, St. Louis, MO, USA) and counterstained with hematoxylin.

### Uptake of oxLDL

BMDMs were incubated with 10 µg per ml fluorescence-labeled oxLDL (Dil-oxDL, Unionbiol, Beijing, China) for 4 h at 37 °C to assess uptake of Dil-oxLDL. We subjected cells to an excess of unlabeled oxLDL (200 µg per ml) as a negative control. Fluorescence intensity was analyzed under a fluorescence microscope and quantified with Image Pro Plus Software.

### Yeast two-hybrid

Yeast two-hybrid screening of CKIP-1 interacting proteins in human adult brain library was performed with the ProQuest^TM^ two-hybrid system (Invitrogen, CA, USA). Briefly, the WW domains plus the HECT domain (aa 236–731) of human Smurf1 were cloned in-frame with the GAL4 DNA binding domain in the vector pDBLeu to create pDBLeu-Smurf1-WH. MaV203 yeast cells were transformed with pDBLeu-Smurf1-WH and human liver cDNA library in pPC86 vector. A total of approximately 1 × 10^6^ independent transformants were analyzed, and clones were selected for positive interactions based on screening for expression of reporter genes His, LacZ, and URA3.

### Pinocytosis and cholesterol efflux assay

Lucifer Yellow CH (Sigma-Aldrich, St. Louis, MO, USA) was dissolved in 10% FBS/RPMI medium at 0.5 mg per ml. The Lucifer Yellow medium was then added to macrophages cultured in 12-well plates. The culture plates were then either maintained on ice, or at 37 °C for 2 h. The wells were drained, washed with ice-cold 0.2%BSA/RPMI medium 3 times and with PBS for 5 times. Triton X-100 (0.05%, 600 μl per well) was added to each well to lyse cells. Fluorescence of the lysate was detected using spectrofluorometer with excitation at 430 nm and emission at 540 nm.

For cholesterol efflux assay, cells were incubated with RPMI media containing in the presence of 2 μCi per ml of ^3^H-cholesterol (Perkin Elmer Life Sciences, Boston, MA) and 50 μg per ml of oxLDL (Unionbiol, Beijing, China) with supplemented 1 μM LXR agonist TO-901317 (Sigma-Aldrich, St. Louis, MO, USA) as required. After equilibration, the cells were incubated with RPMI media containing indicated concentrations of either BSA, or HDL (Unionbiol, Beijing, China), or ApoA1 (Unionbiol, Beijing, China). Radioactivity was quantified in the media and in cells.

### Cell transfections, immunoprecipitation, and immunoblotting

Cells were transfected with various plasmids using TuboFect in vitro transfection reagent (Fermentas, CA, USA) or Lipofectamine 2000 (Invitrogen, CA, USA) reagent according to the manufacturer’s protocol. For immunoprecipitation assays, cells were lysed with HEPES lysis buffer (20 mM HEPES, pH 7.2, 50 mM NaCl, 0.5% Triton X-100, 1 mM NaF, and 1 mM dithiothreitol) supplemented with protease-inhibitor cocktail (Roche, Switzerland). Immunoprecipitations were performed using the indicated primary antibody and protein A/G agarose beads (Santa Cruz Biotechnology, CA, USA) at 4 °C. The immunocomplexes were then washed with HEPES lysis buffer four times. Immunoblot was performed using the standard protocol. Unprocessed original scans of blots are shown in Supplementary Fig. 6.

### Quantitative real-time PCR

Total RNA was isolated using TRIzol reagent (Invitrogen, CA, USA) and reverse-transcribed using ReverTra Ace (Toyobo, Japan). Quantitative real-time PCR was performed using Realtime PCR Master Mix (Toyobo, Japan) and an iQ5 real-time PCR system (Bio-Rad, CA, USA). The data were normalized by β-actin. The primer sequence for RT-PCR used in this study is provided in Supplementary Table 2.

### Small interfering RNA

Small interfering RNA (siRNA) targeted to human REGγ gene was synthesized by Shanghai Gene Pharma Co, Ltd. REGγ siRNA#1: 5′-GAA UCA AUA UGU CAC UCU AUU-3′, siRNA#2: 5′-UCU GAA GGA ACC AAU CUU AUU-3′, Oct-1 siRNA: 5′-CAC CUU ACA CCG AGU AUG U-3′, and negative control siRNA: 5′-UUC UCC GAA CGU GUC ACG U-3′.

### Viral infection

Mouse CKIP-1 cDNAs were inserted into murine stem cell virus (MSCV)-IRESGFP or (MSCV)-IRES-Puro vector for overexpression assay, Oct-1 and REGγ shRNAs were inserted into U6-Puro-GFP vector for knockdown assays. CKIP-1 vectors, Oct-1-lentiviral shRNA#1 (5′-GCT GCT CAG TCT TTA AAT GTA CTC-3′), shRNA#2 (5′-CAG TGA AGA GTC GGG AGA TTC CTC-3′) and REGγ-lentiviral shRNA#1 (5′-GGA GGA AAC AGT TGC TGA ACT-3′), shRNA#2 (5′-GGA AAC AGT TGC TGA ACTA-3′) were transfected with packing plasmids into 293T cells for 2 days, and virus particles were used to infect macrophages as indicated.

### Reporter gene assays

The 3058-bp (−3000 to +58) LOX-1 promoter was amplified from genomic DNA and then cloned into the pGL3 basic vector (Promega, Madison, WI, USA). 293T cells (5 × 10^4^ cells per well in 24-well plates) were transfected with LOX-1 promoter construct plasmids, phRL-TK vector with or without pcDNA3.1-CKIP-1 or pCGN-Oct-1 plasmid. Luciferase activity was assessed by Dual-Luciferase® Reporter Assay System (Promega, Madison, WI, USA).

### Cell fractionation

Cytoplasmic and nuclear fractions were separated by using NE-PER Nuclear and Cytoplasmic Extraction Reagents Kit (Thermo, CA, USA).

### Gene expression analysis by PCR array

Capital Bio Mouse Genome Oligo Array from Capital Corporation was used for the examination of the expression pattern of genes involved in atherosclerosis. By using different arrays, the fold-change for aortic gene of *Apoe*^*−/−*^ *Ckip-1*^*−/−*^ mice with respect to *Apoe*^*−/−*^ mice on a 12-week Western diet was calculated. Data are expressed as mean ± s.e.m. of triplicate simples. Microarray data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE109698.

### RNA-sequencing and gene expression analysis

The RNA-seq library was prepared for sequencing using standard Illumina protocols. Total RNA samples from *Ckip-1*^*−/−*^ BMDMS and WT BMDMs were isolated using TRIzol reagent (Invitrogen) and treated with RNase-free DNase I (New England Biolabs, MA, USA), to remove any contaminating genomic DNA. Library construction and sequencing were performed by Novogene (Beijing). For the data analysis, basecalls are performed using CASAVA. Clean reads were aligned to the genome using STAR (v2.5.1b) and HTSeq v0.6.0 was used to count the reads numbers mapped to each gene. Differential expression was determined using the edgeR package and the significance of the differential expression of genes was defined by the bioinformatics service according to the combination of the absolute value of log2-foldchange ≥ 1 and *P* value ≤ 0.05. GO, and pathway annotation and enrichment analyses were based on the Gene Ontology Database (http://www.geneontology.org/), and KEGG pathway database (http://www.genome.jp/kegg/), respectively. The software Cluster and Java Treeview were used for hierarchical cluster analysis of gene expression patterns. The original sequence data have been submitted to the database of the NCBI Sequence Read Archive (http://trace.ncbi.nlm.nih.gov/traces/sra) under the accession number PRJNA478820.

### Statistical analysis

Data are presented as mean ± s.e.m. The statistical significance of differences was evaluated with the Student’s *t* test or one-way analysis of variance (ANOVA). All statistical analyses were performed with GraphPad Prism 6 and SPSS 22.0 software. Significance was accepted at the level of *P* < 0.05. The resource data are shown in Supplementary Data 2.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this Article.

## Supplementary Information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNA-seq data in WT and *Ckip-1*^*−/−*^ BMDMs have been submitted to the database of the NCBI Sequence Read Archive under the accession number PRJNA478820. Microarray data that support the findings of this study have been deposited in the Gene Expression Omnibus under the accession code GSE109698. A Reporting Summary for this Article is available as a Supplementary Information file. The authors declare that all the relevant data supporting the findings of this study are available within the Article and its Supplementary Information files, or from the corresponding author on reasonable request.

# Supplementary material for: CKIP-1 limits foam cell formation and inhibits atherosclerosis by promoting degradation of Oct-1 by REGγ
**Source:** Nat Commun. 2019 Jan 25;10:425. doi: 10.1038/s41467-018-07895-3
**Supplement:** Supplementary file 1 — Supplementary Information

**CKIP-1 limits foam cell formation and inhibits atherosclerosis by promoting
degradation of Oct-1 by REG γ**

Jiao Fan et al.

Supplementary Figures

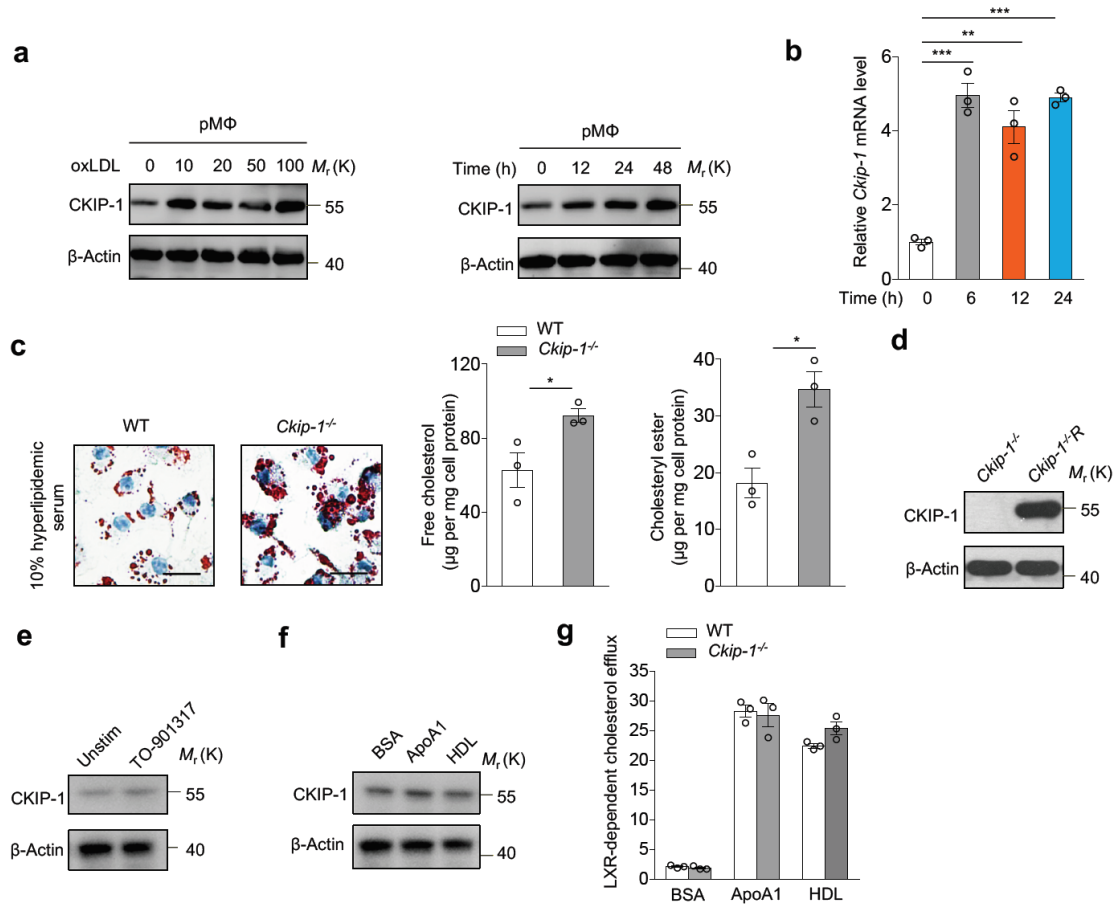

Supplementary Figure 1 CKIP-1 is critical for macrophage cholesterol accumulation and foam cell formation. (a) The expression of CKIP-1 was assessed by western blot in peritoneal macrophages (pM Φ) incubated with oxLDL (50 μ g per ml) for indicated time and in pM Φ exposed to different doses of oxLDL for 24 hr. (b) mRNA levels of CKIP-1 in pM Φ after incubation with oxLDL (50 μ g per ml) for indicated time. (c) Increased foam cell formation and accumulation of unesterified cholesterol and cholesteryl ester in *Ckip-1*^{-/-} BMDMs after incubation in RPMI-1640 medium containing 10% serum from hyperlipidemic *ApoE*^{-/-} mice for 24 hr. Scale bar, 25 μ m. (d) Restoration of CKIP-1 to *Ckip-1*^{-/-} BMDMs was confirmed by western blot. (e) CKIP-1 expression was assessed by western blot in BMDMs incubated with or without 1 μ M TO-901317 for 24 hr. (f) CKIP-1 expression was assessed by western blot when cholesterol efflux to BSA, ApoA1 and HDL from BMDMs was induced. (g) LXR-dependent cholesterol efflux to BSA, ApoA1 and HDL in macrophages from each group was detected. Data represent mean $\pm$ s.e.m. of n = 3 biologically independent experiments (b,c,g). P values were calculated by two-way ANOVA (b) and two-tailed Student's t -test (c,g). * P < 0.05, ** P < 0.01, *** P < 0.001. The precise P value and statistics source data are in Supplementary Data 2. Unprocessed original scans of blots are shown in Supplementary Fig. 6.

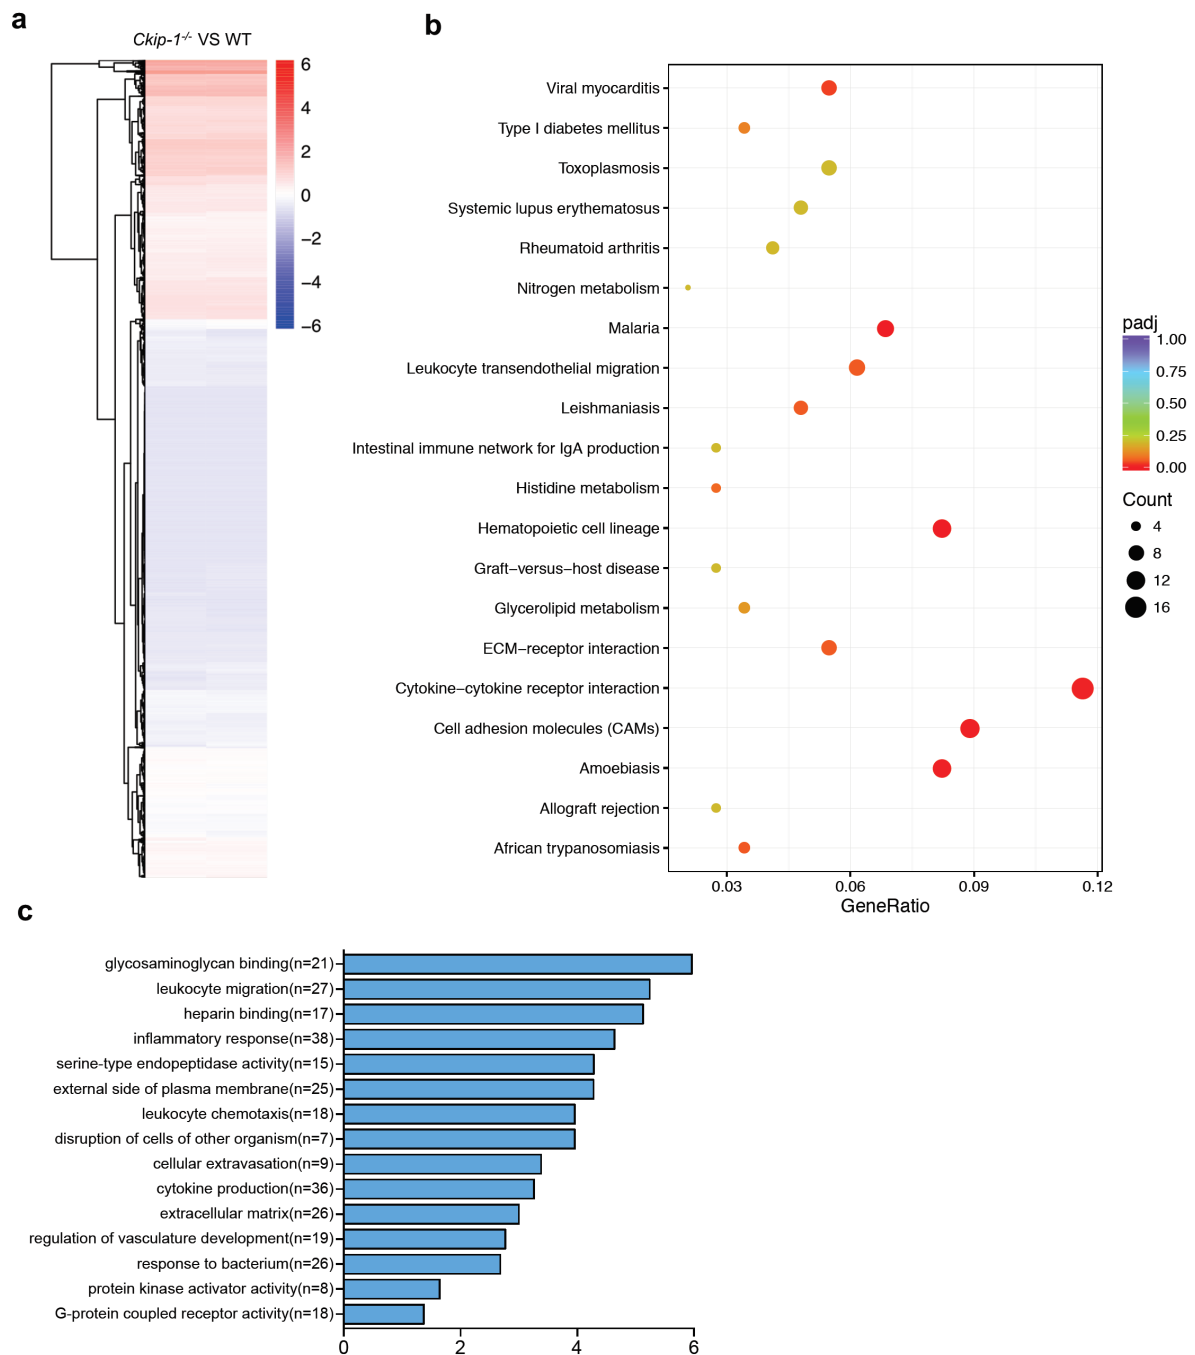

Supplementary Figure 2 WT and *Ckip-1^{-/-}* macrophages were analyzed RNA sequencing. **(a)** Differentially expressed genes are shown as a heatmap. **(b)** KEGG analysis of the DEGs. **(c)** Gene Ontology (GO) enrichment analysis for biological process, cell component and molecular function of up-regulated proteins. The $-\log_{10}(P)$ value of enrichment is shown on x axis; the number of associated proteins for each term is shown on y axis.

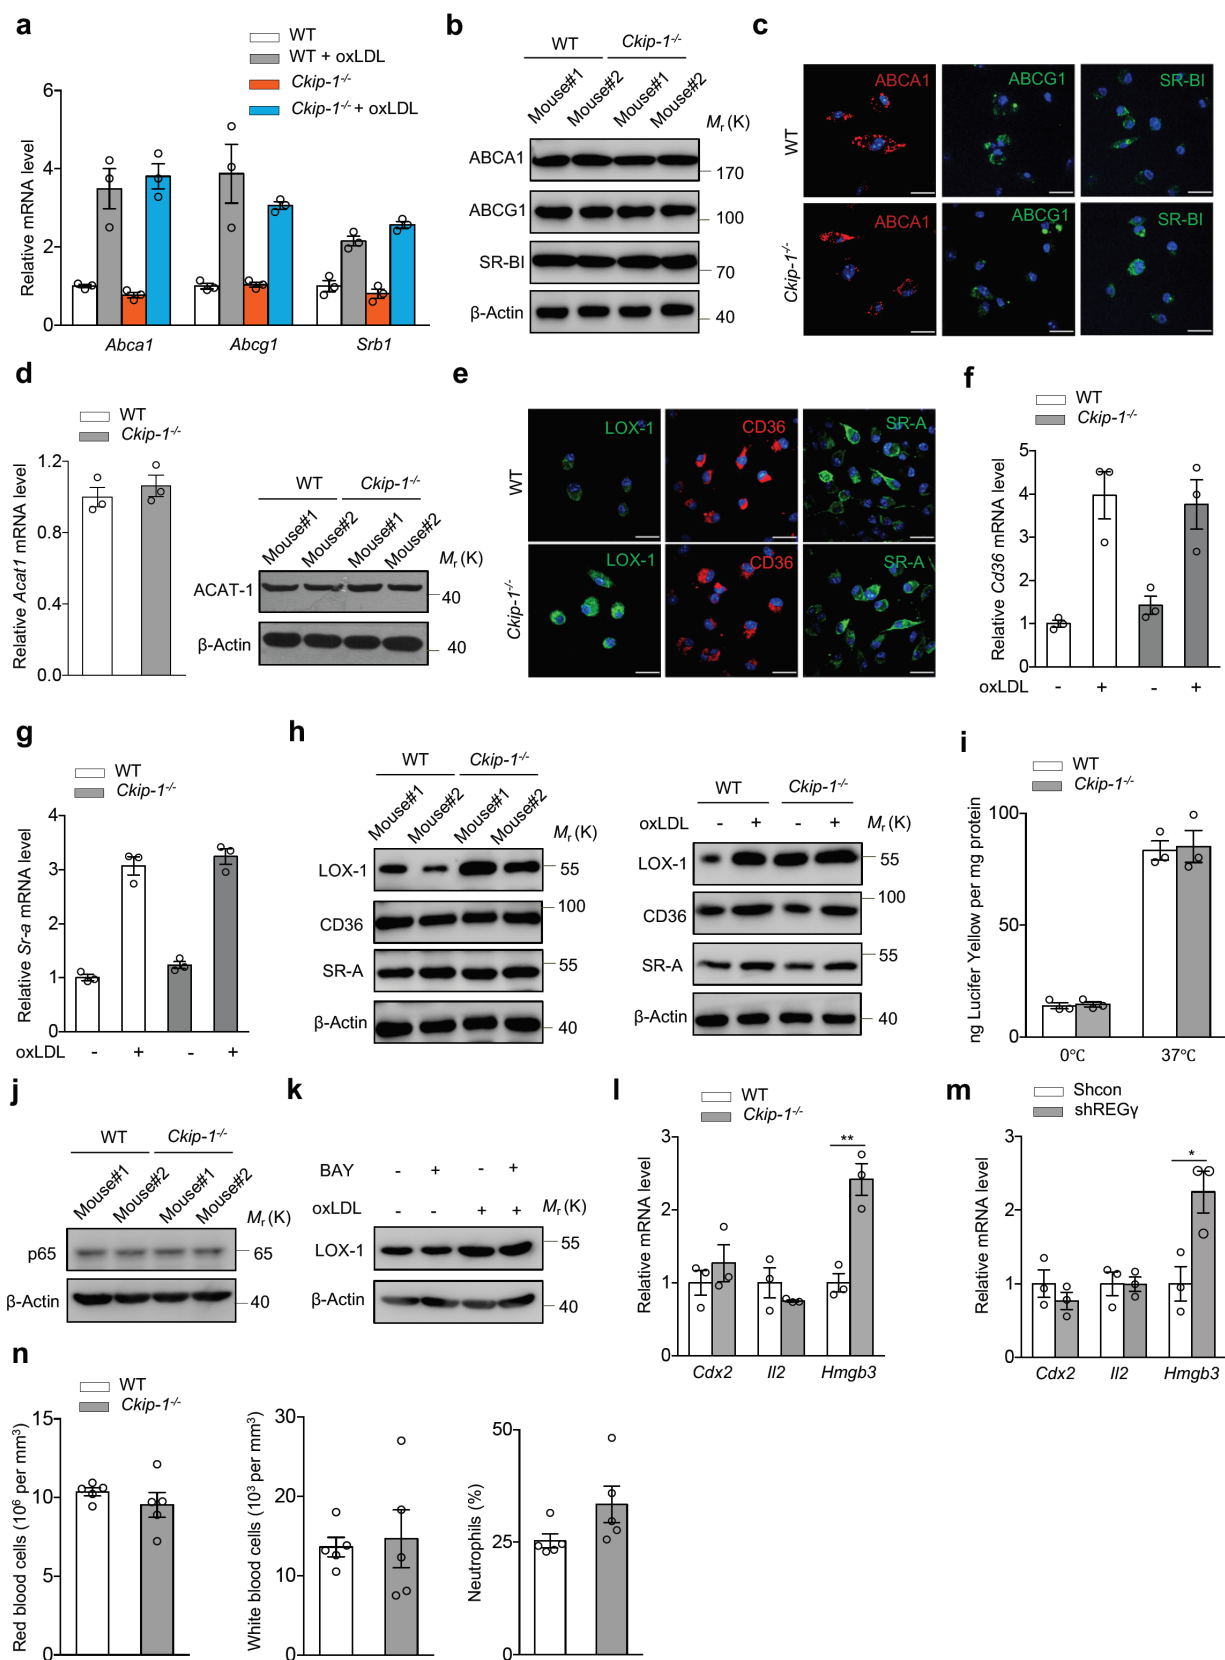

Supplementary Figure 3 *Ckip-1* deficiency promotes expression of scavenger receptor LOX-1. (a-c) Expression analysis of ABCA1, ABCG1 and SR-BI in WT and *Ckip-1*^{-/-} macrophages at mRNA levels by RT-PCR (a), protein

levels by western blot **(b)** and immunofluorescence staining **(c)**. Scale bar, 20 μ m. **(d)** Analysis of mRNA levels and protein levels of ACAT-1 in WT and *Ckip-1*^{-/-} macrophages. **(e)** Immunofluorescence staining of LOX-1, CD36 and SR-A in WT and *Ckip-1*^{-/-} macrophage. **(f-g)** mRNA levels of CD36 and SR-A in BMDMs after incubation with or without oxLDL (20 μ g per ml) for 24 hr. **(h)** Expression of LOX-1, CD36 and SR-A in WT and *Ckip-1*^{-/-} pM Φ after 24 hr incubation with or without 20 μ g per ml oxLDL. **(i)** Measure of pinocytosis by quantitative analysis of the lucifer yellow fluid-phase dye uptake in WT and *Ckip-1*^{-/-} macrophages. **(j)** Expression analysis of p65 in WT and *Ckip-1*^{-/-} BMDMs. **(k)** *Ckip-1*^{-/-} BMDMs were treated with or without NF- κ B inhibitor BAY11-7082 (10 μ M) for 1 hr and then stimulated with oxLDL (50 μ g per ml) for 24 hr and protein levels of LOX-1 were assessed. **(l)** Analysis of mRNA levels of Cdx-2, IL-2 and HMGB3 in WT and *Ckip-1*^{-/-} macrophages. **(m)** Knockdown of REG γ in macrophages and then analysis of mRNA levels of Cdx-2, IL-2 and HMGB3. **(n)** Complete blood cell analysis of peripheral blood for red blood cells, white blood cells and neutrophils was performed on WT and *Ckip-1*^{-/-} mice. Mice were anesthetized and peripheral blood was collected in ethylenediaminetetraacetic acid (EDTA)-covered Microvette collection tubes for complete blood cell analysis on fully automatic hematology analyzer. $n = 5$. Data represent mean $\pm$ s.e.m. of $n = 3$ biologically independent experiments **(a,d,f,g,i,l,m)**. P values were calculated by two-tailed Student's t -test **(a,d,f,g,i,l,m,n)**. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. The precise P value and statistics source data are in Supplementary Data 2. Unprocessed original scans of blots are shown in Supplementary Fig. 6.

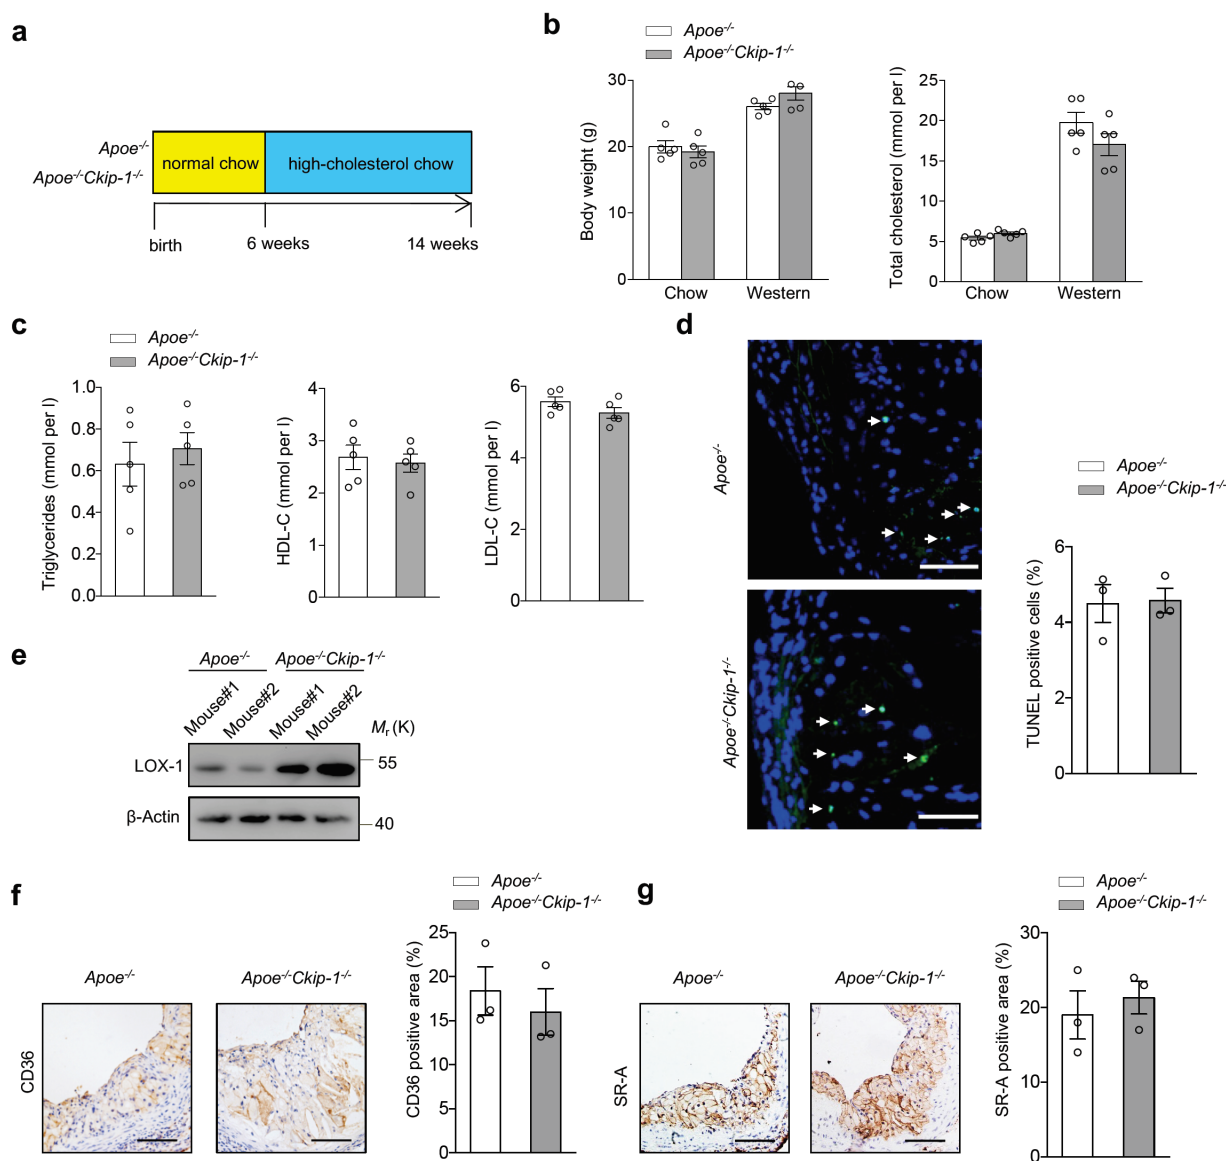

Supplementary Figure 4 Loss of *Ckip-1* promotes atherosclerosis in hyperlipidemic *Apoe*^{-/-} mice. **(a)** Diet schemes. Eight weeks after birth, *Apoe*^{-/-} and *Apoe*^{-/-} *Ckip-1*^{-/-} mice were fed a Western diet for 8 weeks. Sixteen-week-old animals were euthanized for tissue harvesting. **(b)** Body weight and total cholesterol levels from *Apoe*^{-/-} and *Apoe*^{-/-} *Ckip-1*^{-/-} mice with or without Western diet. *n* = 5. **(c)** The levels of fasting triglycerides and lipoprotein profiles of *Apoe*^{-/-} and *Apoe*^{-/-} *Ckip-1*^{-/-} mice after being fed a Western diet for 8 weeks. *n* = 5. Data represent mean $\pm$ s.e.m.. **(d)** TUNEL staining positive cells in lesions of *Apoe*^{-/-} and *Apoe*^{-/-} *Ckip-1*^{-/-} mice on a Western diet for 9 weeks were detected by immunofluorescence. Scale bar, 50 μ m. *n* = 3. **(e)** LOX-1 expression was detected by western blot in peritoneal macrophages isolated from *Apoe*^{-/-} mice and *Apoe*^{-/-} *Ckip-1*^{-/-} mice on a 8-week Western diet. **(f)** Immunohistochemical detections of CD36 in aortas. Scale bars, 100 μ m. *n* = 3. **(g)** Immunohistochemical detections of SR-A in aortas. Scale bars, 100 μ m. *n* = 3. Data represent mean $\pm$ s.e.m.. *P* values were calculated by two-tailed Student's *t*-test (**b,c,d,f,g**). *P < 0.05, **P < 0.01, ***P < 0.001. The precise *P* value and statistics source data are in Supplementary Data 2. Unprocessed original scans of blots are shown in Supplementary Fig. 6.

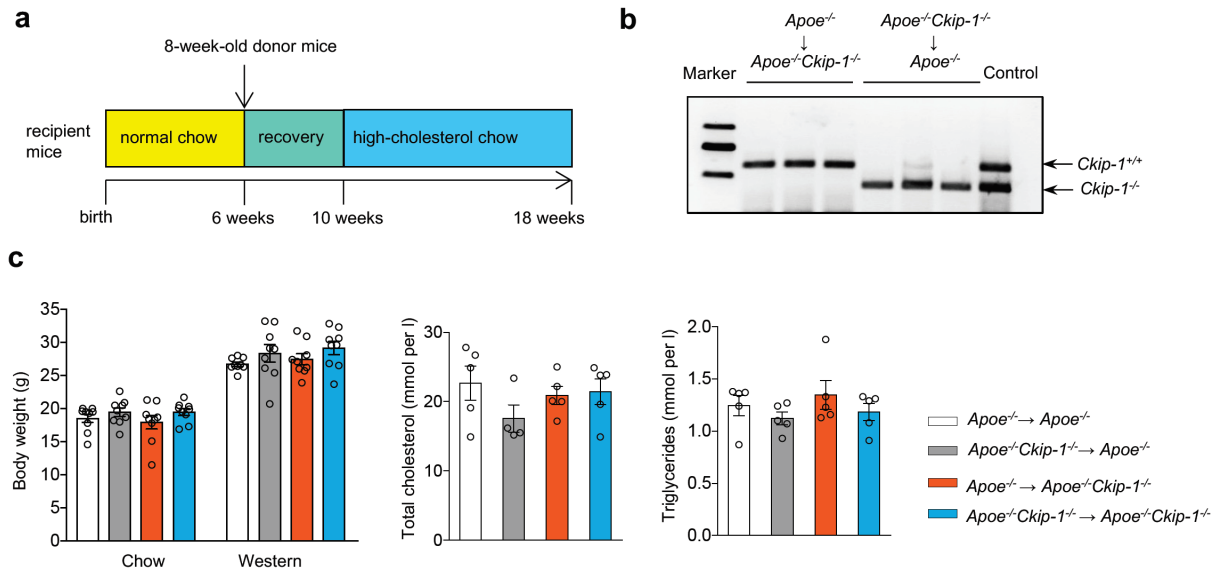

Supplementary Figure 5 Deletion of *Ckip-1* on hematopoietic cells is responsible for the increased atherosclerosis in $Apoe^{-/-} Ckip-1^{-/-}$ mice. **(a)** Diet schemes. Bone-marrow from 8-week-old donor mice was extracted, and 10^7 bone-marrow cells were injected intravenous into irradiated recipient mice. Transplanted mice were allowed to recover for 4 weeks, and were then fed a Western diet for 8 weeks prior to tissue harvesting. **(b)** Genotyping results with blood DNA sample from $Apoe^{-/-} \rightarrow Apoe^{-/-} Ckip-1^{-/-}$ and $Apoe^{-/-} Ckip-1^{-/-} \rightarrow Apoe^{-/-}$ mice. A tail DNA sample from a $Ckip-1^{+/+}$ mouse was presented as control. The upper band: WT allele; the lower band: $Ckip-1^{-/-}$ allele. **(c)** Body weight of mice with the indicated group before and after being fed an 8-week Western diet, $n = 9$. Total cholesterol levels and fasting triglycerides levels of each group after being fed a Western diet for 8 weeks, $n = 5$. Data represent mean $\pm$ s.e.m.. P values were calculated by two-tailed Student's t -test (**b,c**). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. The precise P value and statistics source data are in Supplementary Data 2.

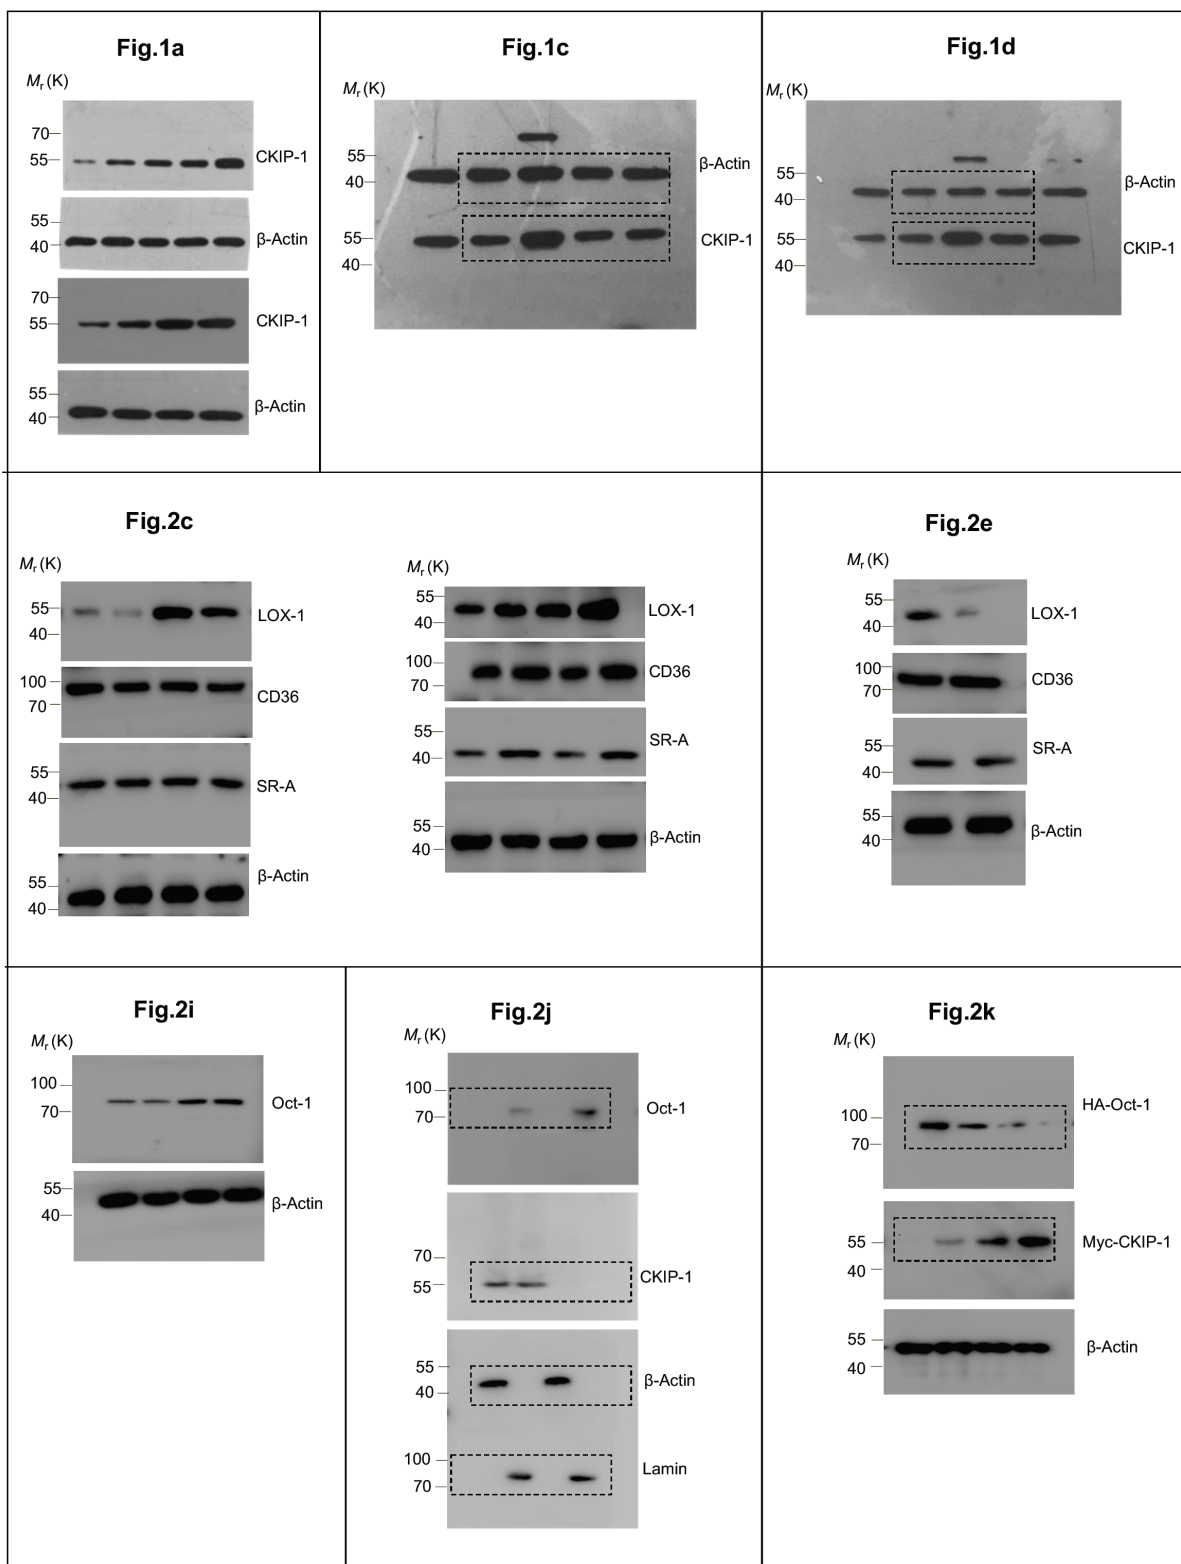

Supplementary Figure 6 Uncropped scans of membranes and gels used in the main and supplementary figures.

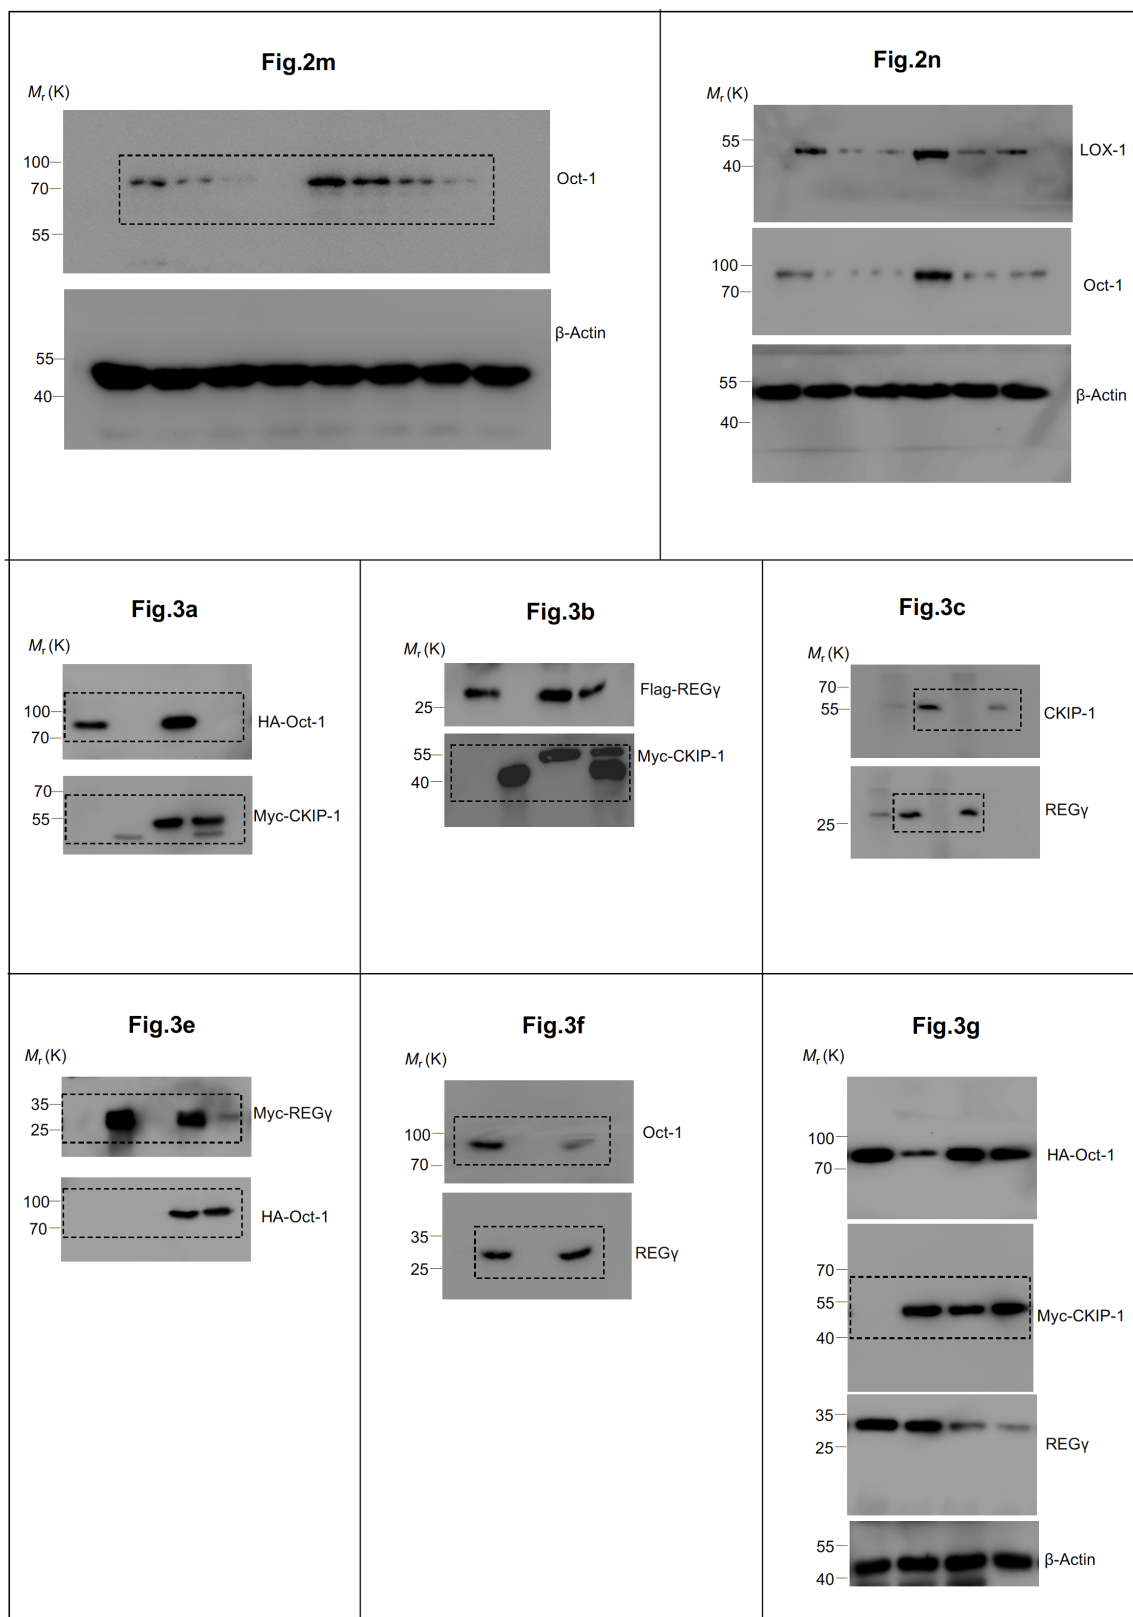

Supplementary Figure 6 Continued

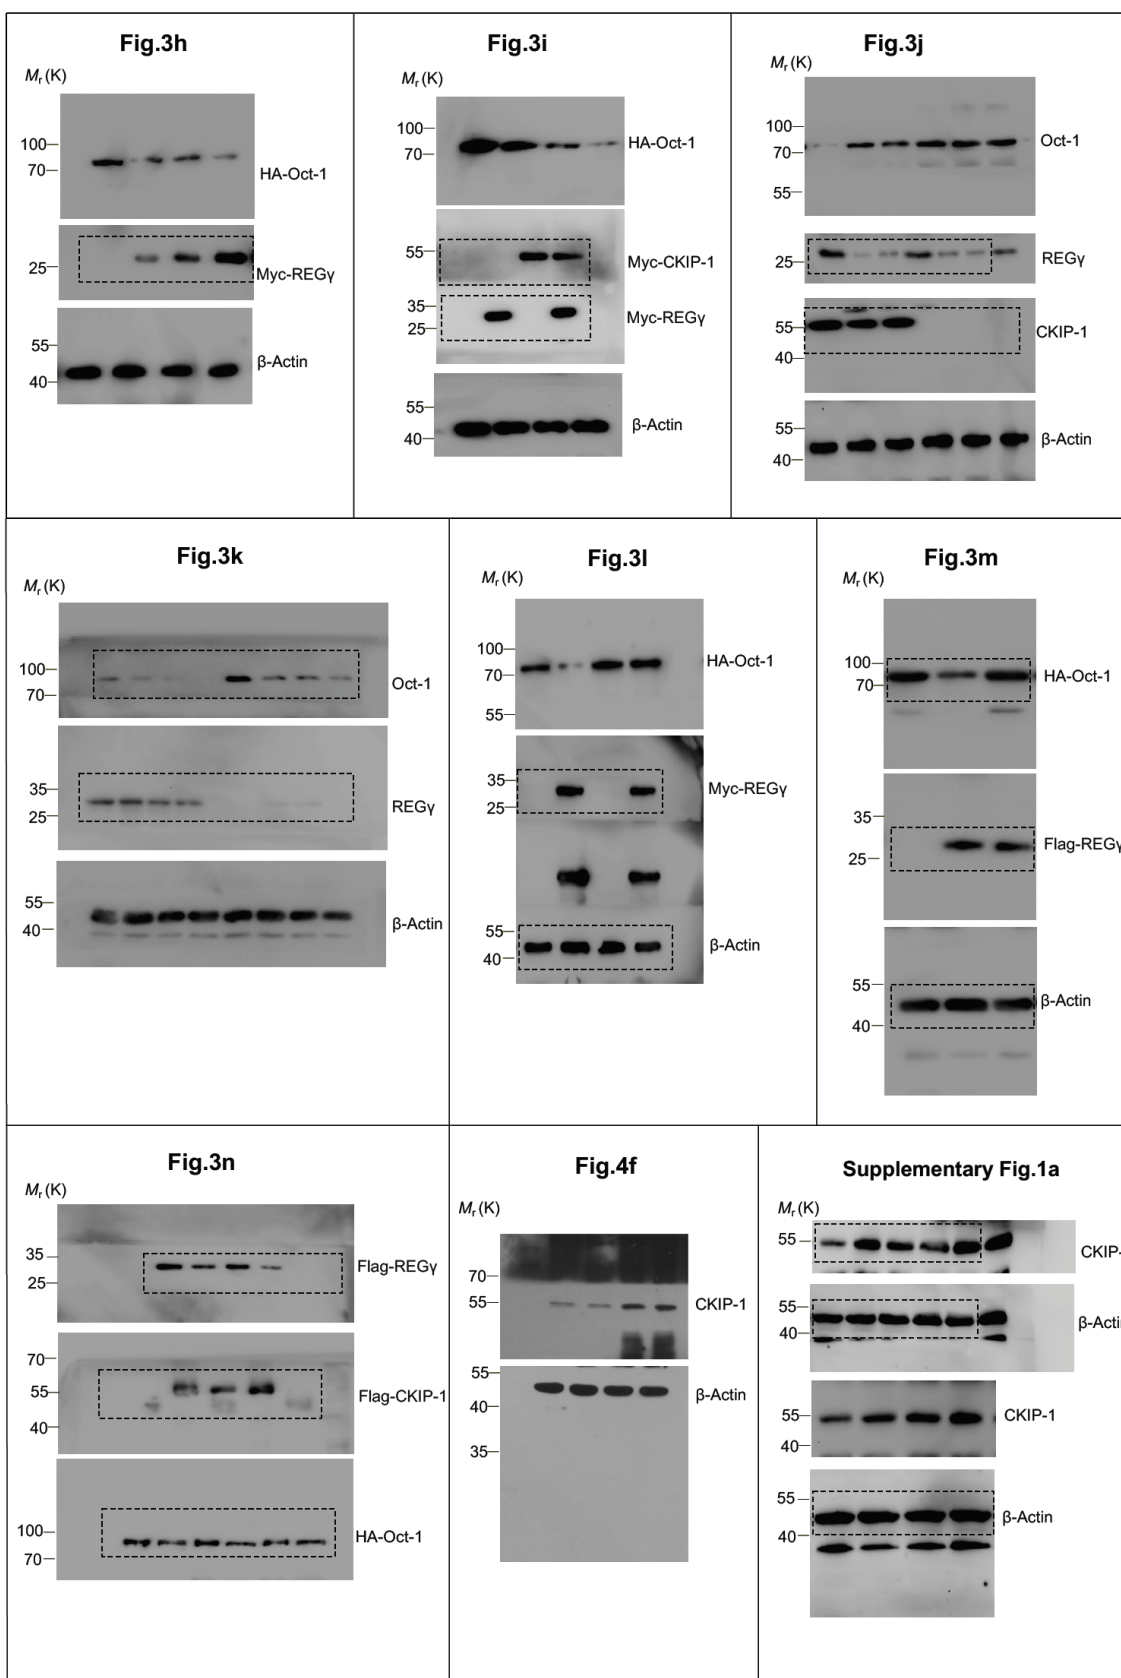

Supplementary Figure 6 Continued

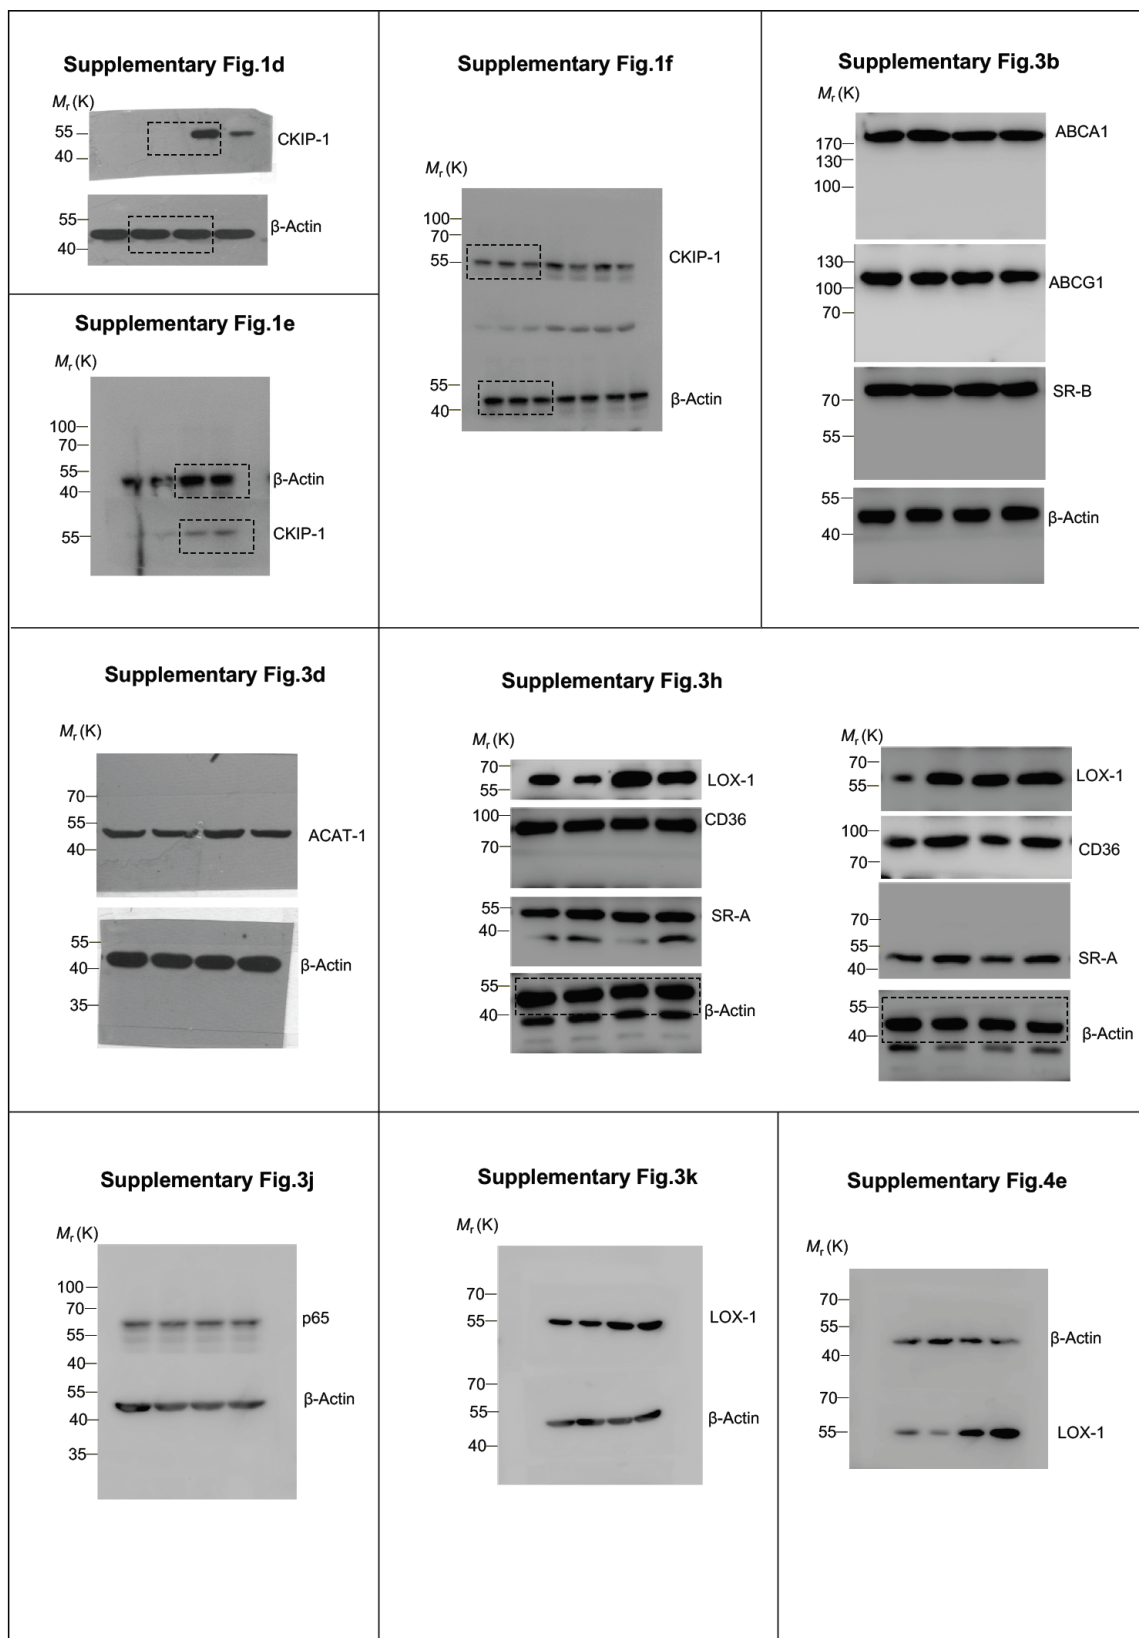

Supplementary Figure 6 Continued

Supplementary Tables

Supplementary Table 1: Yeast-two-hybrid screening results using CKIP-1 as bait

Gene	Accession	Description	CDS	Hits
BHLHB2	NM_003670	Homo sapiens basic helix-loop-helix domain containing, class B2	(197-1435)	1
C16orf35	NM_001077350	Homo sapiens chromosome 16 open reading frame 35	(100-1809)	1
DAZAP2	NM_014764	Homo sapiens DAZ associated protein 2	(67-573)	1
EFEMP1	NM_001039348	Homo sapiens EGF-containing fibulin-like extracellular matrix protein 1	(136-1617)	1
FBLN1	NM_001996	Homo sapiens fibulin 1, transcript variant C	(148-2199)	1
FRS3	NM_006653	Homo sapiens fibroblast growth factor receptor substrate 3	(245-1723)	1
GFAP	NM_002055	Homo sapiens glial fibrillary acidic protein	(15-1313)	1
HNRPK	NM_002140	Homo sapiens heterogeneous nuclear ribonucleoprotein, transcript variant 1	(210-1604)	1
NEFL	NM_006158	Homo sapiens neurofilament, light polypeptide 68 kDa	(98-1729)	3
NELL2	NM_006159	Homo sapiens NEL-like 2	(97-2547)	1
PET112L	NM_004564	Homo sapiens PET112-like	(13-1686)	1
PSMC5	NM_002805	Homo sapiens proteasome 26S subunit, ATPase, 5	(42-1262)	1
PSME3	NM_005789	Homo sapiens proteasome activator subunit3 (PA28 gamma; Ki)	(227-991)	1
SF3B4	NM_005850	Homo sapiens splicing factor 3b, subunit 4	(52-1326)	1
TICAM1	NM_182919	Homo sapiens toll-like receptor adaptor molecule 1	(63-2201)	1

Supplementary Table 2: Sequences for RT-PCR primers used in this study

Gene	Forward (5'→3')	Reverse (5'→3')
CKIP-1	AATTCTGCGGGAAGGGATT	AACACCTCCTGACTGTTTTCTC
LOX-1	TCTTCCATGGGCCCTTTAGCTG	TTCCGATGCAATCCAATCCAGA
CD36	TCCTATTGGCCAAGCTATTGCG	CACGGGGATTCTTTAAGGTCG
SR-A	AAAGAAGAACAAGCGCACGTGG	GAGCACCAGGTGGACCAGTTTG
ABCA1	CGTTTCCGGGAAGTGTCCTA	GCTAGAGATGACAAGGAGGATGGA
ABCG1	GGGAAGTTGATAAAGGATGT	GATTCGGGCTATGTATGG
SR-B1	CAGTAGTTCTGCCGTTGCTG	TGAATGGCCTCCTTATCCTG
CD68	TGTCTGATCTTGCTAGGACCG	GAGAGTAACGGCCTTTTTGTGA
Oct-1	CCTGCAACCAGCACAGTTTA	CTACGATTCAAGCCCTCAGC
ACAT-1	CAGAAATGGTCACATTACCATGAAACA	TGCTTGATTCTCCTTGGCTGCATTTAGT
HMGB3	AGAGGTGGAAGACCATGTC	TCTCCCGATCATATCGGAC
Cdx-2	AGTGAGCTGGCTGCCACACT	GCTGCTGCTGCTTCTTCTTGA
IL-2	TCCAGAACATGCCGCAGAG	CCTGAGCAGGATGGAGAATTACA
CCL-2	TTAAAAACCTGGATCGGAACCAA	GCATTAGCTTCAGATTTACGGGT
IL-1 β	GCCCATCCTCTGTGACTCA	AGGCCACAGGTATTTTGTCG
IL-6	TAGTCCTTCCTACCCCAATTTCC	TTGGTCCTTAGCCACTCCTTC
VCAM-1	TGATTGGGAGAGACAAAGCA	AACAACCGAATCCCCAACTT
ICAM-1	TGGCCTGGGGGATGCACACT	GGCTGTAGGTGGGTCCGGGT
β -actin	GAGCGTGGCTACAGCTTCAC	GGCATAGAGGTCTTTACGGATG

# Supplementary material for: CKIP-1 limits foam cell formation and inhibits atherosclerosis by promoting degradation of Oct-1 by REGγ
**Source:** Nat Commun. 2019 Jan 25;10:425. doi: 10.1038/s41467-018-07895-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: RNA-seq analysis: DEGs of Ckip-1^{-/-} and WT BMDMs

File Name: Supplementary Data 2

Description: Statistics source data

# Supplementary material for: CKIP-1 limits foam cell formation and inhibits atherosclerosis by promoting degradation of Oct-1 by REGγ
**Source:** Nat Commun. 2019 Jan 25;10:425. doi: 10.1038/s41467-018-07895-3
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☒ ☐ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated
- ☐ ☒ Clearly defined error bars
State explicitly what error bars represent (e.g. SD, SE, CI)

Our web collection on [statistics for biologists](#) may be useful.

Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used.

Data analysis

"Graphad Prism 6" and "SPSS 22.0" software were used to analyze the data in this study.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

- The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was based on empirical data from pilot experiments.
Data exclusions	No data were excluded from the analysis.
Replication	Experimental findings were replicated successfully and data are presented as mean $\pm$ SEM.
Randomization	Atherosclerosis was induced by feeding gender-matched 8-week-old Apoe ^{-/-} mice and Apoe ^{-/-} Ckip-1 ^{-/-} mice with a Western diet from Harlan Teklad (TD88137) for indicated times. No additional randomization or blinding was used to allocation during experiments and outcome assessment.
Blinding	Atherosclerosis was induced by feeding gender-matched 8-week-old Apoe ^{-/-} mice and Apoe ^{-/-} Ckip-1 ^{-/-} mice with a Western diet from Harlan Teklad (TD88137) for indicated times. No additional randomization or blinding was used to allocation during experiments and outcome assessment.

Reporting for specific materials, systems and methods

Materials & experimental systems

n/a	Involved in the study
☒	☐ Unique biological materials
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

All antibodies were purchased as follows: Anti-CKIP-1 (sc-50225; for immunohistochemical analysis (IHC), 1:100 dilution; for immunofluorescent analysis (IF), 1:1000 dilution; for western blot analysis (WB), 1:500 dilution), anti-Oct-1 (sc-8024; for WB, 1:500 dilution; for immunoprecipitation analysis (IP), 1:50 dilution), anti-ABCG1 (sc-11150; for IF, 1:100 dilution; for WB, 1:200 dilution), anti-Lamin (sc-518013; for WB, 1:200 dilution), anti-SR-B (sc-32342; for IF, 1:100 dilution; for WB, 1:200 dilution) and anti-actin (sc-1616; for WB, 1:1000 dilution) antibodies were purchased from Santa Cruz. Anti-REGy (ab157157; for WB, 1:500 dilution; for IP, 1:50 dilution; for IF, 1:100 dilution), anti-CD68 (ab125212; for IHC, 1:200 dilution; for IF, 1:200 dilution), anti-CD3 (ab16669; for IHC, 1:100 dilution), anti-SMA (ab9465; for IHC, 1:200 dilution), anti-ABCA1 (ab18180; for IF, 1:200 dilution; for WB, 1:200 dilution), and anti-ACAT-1 (ab168342; for WB, 1:500 dilution) antibodies were purchased from Abcam. Anti-LOX-1 (AF1564; for IHC, 1:200 dilution; for IF, 1:200 dilution; for WB, 1:1000 dilution), anti-CD36 (AF2519; for IHC, 1:200 dilution; for IF, 1:200 dilution; for WB, 1:1000 dilution), anti-SR-A (AF1797; for IHC, 1:200 dilution; for IF, 1:200 dilution; for WB, 1:1000 dilution), anti-MMP-9 (AF909; for IHC, 1:200 dilution), and anti-VCAM-1 (AF2519; for IF, 1:200 dilution) antibodies were purchased from R&D. Anti-HA (M180-3; for WB, 1:1000 dilution) and anti-Myc (M047-3; for WB, 1:1000 dilution) antibodies were purchased from MBL. Anti-Flag (F7425; for WB, 1:1000 dilution) antibody was purchased from Sigma. Anti-NF- κ B (8242; for WB, 1:1000 dilution) antibody was purchased from Cell Signaling Technology.

Validation

Anti-CKIP-1: Goat, for IHC, IF, WB; anti-Oct-1: Mouse, for WB, IP; anti-ABCG1: Goat, for IF, WB; anti-Lamin: Mouse, for WB; anti-SR-B: Goat, for IF, WB; anti-actin: Mouse, for WB; Anti-REGy: Rabbit, for WB, IP, IF; anti-CD68: Rabbit, for IHC, IF; anti-CD3: Rabbit, for IHC; anti-SMA: Rabbit, for IHC; anti-ABCA1: Mouse, for IF, WB; anti-ACAT-1: Rabbit, for WB; anti-LOX-1: Goat, for IHC, WB, IF; anti-CD36: Goat, for IHC, WB, IF; anti-SR-A: Goat, for IHC, WB, IF; anti-MMP-9: Goat, for IHC; anti-VCAM-1: Goat, for IF; anti-HA: Mouse, for WB; anti-Myc: Mouse, for WB; Anti-Flag: Mouse, for WB; Anti-NF- κ B: Rabbit, for WB.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	HEK293T (ATCC CRL-3216) and HeLa (ATCC CCL-2) were obtained from the American Type Culture Collection (ATCC).
Authentication	We purchased the cell lines from the American Type Culture Collection (ATCC).
Mycoplasma contamination	The cell lines were tested for mycoplasma contamination using MycoAlert Mycoplasma Detection Kit (Lonza, # LT07-418).
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell line is used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Ckip-1 ^{-/-} mice (C57BL/6 background) were intercrossed with Apoe ^{-/-} mice ³⁶ (C57BL/6 background) to generate Apoe ^{-/-} mice and Apoe ^{-/-} Ckip-1 ^{-/-} littermate controls. Atherosclerosis was induced by feeding gender-matched 8-week-old Apoe ^{-/-} mice and Apoe ^{-/-} Ckip-1 ^{-/-} mice with a Western diet from Harlan Teklad (TD88137) for indicated times.
Wild animals	The study did not involve wild animals.
Field-collected samples	The study did not involve samples collected from field.

How the deposited data were processed for this re-analysis (not part of the article)

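Gene expression was measured in the aorta of 3 Apoe−/−Ckip-1−/− mice and 3 Apoe−/− mice after 12 weeks of Western diet, on 3 two-colour mouse oligonucleotide arrays with 1 pair of mice each. Samples were grouped by the labels, Cy5 standing for Apoe−/−Ckip-1−/− and Cy3 for Apoe−/−.

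The authors deposited log2 ratios per spot in a table of 9890 rows for the 3 arrays, with 529 rows empty for array 2 and 282 for array 3. Its scale and direction are unstated. They were settled for array 2 from its separate list, which gives the ratio as Apoe−/−Ckip-1−/− over Apoe−/−, and were taken to be the same for array 1 and array 3. For array 2 the authors also deposited Cy5 and Cy3 intensities, between 32 and 106739, and the normalized ratio of spots with at least a 2-fold ratio. The first line of that list gives 449 spots, and 445 were used here. The column of array 2 holds 437 values of at least 1 and 426 of at most −1, so the list holds only part of the 2-fold spots. Log2 of the raw Cy5 over Cy3 intensities lay above log2 of the deposited ratio by a median of 0.35, with an SD of 0.20, and the gap was larger at higher intensity (r = 0.62 across spots, which are not independent replicates). The method of normalization, the background correction and the filter on spots are not given in the sources used here. The methods name Student's test and analysis of variance for the whole paper.

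Each column of the table was set against the list of array 2. The log2 ratios of all 445 listed spots occur in the column of array 2 to 4 decimals, against a mean of 21.8 after a small shift of the values, but none of 398 uniquely matched spots sat on the row of its own spot number, and by spot number the column and the list had r = −0.004. Where both spot numbers had a known print position, in 18 cases, they were at most 3 of 48 print blocks apart. The 282 rows empty for array 3 are all among the 529 empty for array 2, and the 29 of the latter with a known position lie in print blocks 46 to 48. The column of array 1 was read by spot number and array 2 from its list, and 432 listed spots had a value on array 1. Array 3 was described only as a distribution, with 515 values of at least 1 and 452 of at most −1.

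The test planned before the data were examined, an intercept-only limma fit on the 3 arrays with Benjamini-Hochberg adjustment, treats each row as 1 spot, so its rows are not reported as genes. Run on the 9361 complete rows it passed 0 rows at an adjusted p under 0.05 and 307 at an unadjusted p under 0.05, against 295 after each column was shuffled. In simulated data the fit recovered 190 of 200 rows shifted by 3, and smaller shifts were not simulated. The planned camera and fry tests, the methods' test per gene, robust estimation, array weights and the rule on missing values rest on the same rows and were not run. In their place genes were counted that had an absolute log2 ratio of at least 1 in the same direction on arrays 1 and 2, a rule planned for 3 arrays and applied to 2 after the data were seen. The random sets of genes, the list of skeletal muscle genes, the limit of 0.1 for a moved correlation and the tests of explanations were also chosen after the data were seen. No p-value is given per gene, since each array holds 1 pair of mice and the listed spots were selected on array 2.

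Of the 445 spots, 98 had no gene name. The names of the others were updated through a table of mouse genes of assembly GRCm38.p6, for 244 by accession, 58 by symbol and 23 by synonym, and 22 kept the name of the array's design. Spots of the same gene were averaged, also for the 1 gene whose spots differed in sign on array 2, and unnamed spots were kept alone, which gave 333 named genes, 323 of them with a value on both arrays. The list gives gene positions without a genome build, so no coordinates are reported. Of 34 gene lists fixed before the data were examined, 24 had a gene with both values and 7 had at least 4. For these 7, the median on array 1 was set against 10000 random sets of the same size drawn from the named genes and matched on 3 classes of mean intensity on array 2, as a description of this array. On shuffled data 8 of 200 random lists fell outside the 2.5th to 97.5th percentile, and 99 of 100 lists of 6 genes shifted by 2 were above it. Smaller shifts were not simulated, so this does not show whether they would be found. Genes listed higher and lower on array 2 differ in their ratios on array 1, and of 200 simulated random lists with all genes in the same direction 21 fell outside that range. Sets matched also on the direction on array 2, for which 8 of 200 did, were therefore added after the data were seen.

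The genes named in the text are those the paper names in its text or in Fig. 6a, whose colours had been seen before, 5 of 54 being in the list used here. To these were added the 10 genes with the largest smaller absolute ratio over arrays 1 and 2 in each direction, and members of the described lists. The rule had foreseen 3 arrays. A measured result is not reported here. Other genes named, and members of a list beyond the 2 with the largest ratios, were chosen after their values were seen. S100a8, S100a9, Cd14 and the adipocyte and heat shock genes were named as list members with values of both signs. The alternatives were centring on the median, scaling to the same spread, each spot alone, leaving out the dimmest 25% of spots, each array left out, Spearman's rho, and sets not matched on intensity. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and R 4.3.3 with limma 3.58.1, were used. The precision is limited by the number of arrays.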

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

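The tests in this part were chosen after the values had been seen, except the correlation without the dimmest spots, which was planned, though what it would show was written afterwards. The heart and skeletal muscle markers, which the paper does not discuss, had a median log2 ratio of 3.70 on array 1, at the 99.9th percentile of random sets of listed genes and the 99.1st of sets with the same directions on array 2, while their median on array 2 was −2.82. Myh4, a fast myosin heavy chain, had 5.36 on array 1 and −3.71 on array 2. The immediate early and heat shock genes had a median of −0.66 on array 1, at the 0.66th percentile, or the 0.45th with directions matched, and 1.30 on array 2. The 3 heat shock genes, Dnajb1, Hsph1 and Hspa8, were below 0 on array 1, Hspa8 with −0.87 and 2.72, while the immediate early genes Egr1, with 0.52 and 1.25, and Jun, with 0.20 and 1.62, were above 0 on both arrays.

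For the muscle genes, loss of Ckip-1 alone would give the same sign in both pairs of mice, but 10 skeletal muscle genes, a list widened after the data were seen, had a median of 3.69 on array 1 and −2.11 on array 2. The normalization of array 2 does not account for its low values, since log2 of the raw intensities of these genes had a median of −1.70. Different amounts of skeletal muscle in the aorta samples may underlie the pattern, but this stays an open hypothesis that these values cannot decide. A first rule, at least 8 of the 10 genes with opposite signs, gave 9 and was then replaced by a rule on the 5 markers of the list fixed before, the lowest of which was 2.75 on array 1; both were written with the values known and largely restate the pattern. With 1 pair of mice per array the difference was not tested.

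Arrays 1 and 2 correlated below 0 across the listed genes. Leaving out the skeletal muscle genes gave r = −0.35 over 408 genes and unnamed spots. Unnamed spots cannot be told to be muscle or not, and without them too r was −0.25 over 313 named genes. Leaving out the dimmest 25% of spots gave r = −0.38 over 318. Neither the named muscle genes nor the dimmest spots are thus the whole cause. A turned ratio on array 1 would place the deleted gene above 0, and it was at −2.15. Of 58 genes and unnamed spots with at least 2 on array 1 and at most −1 on array 2, 8 were skeletal muscle genes and 28 had no gene name. The others had a name outside the muscle list, such as Zfp277, with 4.00 and −2.26. For several the name was only a clone or predicted-gene identifier, such as 9930111J21Rik, with 4.67 and −1.43. The muscle genes known by name are thus a minority of this group. The unnamed spots could not be set against the muscle list, and the source of the group was not tested.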

How the results depend on the processing

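The count of genes at least 2-fold in the same direction on both arrays, 38, was between 32 and 40 after median-centring, scaling to the same spread, treating each spot alone, leaving out the dimmest 25% of spots or keeping named genes only, the last chosen after the data were seen. It rests on both arrays: leaving out an array gave between 38 and 417, since without array 1 the rule holds for nearly every listed gene, without array 2 it gave 137, and array 3 does not enter. If the sign of array 1 were turned, 99 would pass. Spearman's rho between the arrays was −0.27 against Pearson's r of −0.40, and for named genes without the skeletal muscle genes r was −0.25, a setting chosen after the data were seen. No direction was reversed under centring or scaling for the genes named by the paper or with the largest ratios on both arrays. Of the 7 gene lists with at least 4 genes, 2 lay outside the central range of random sets after centring, scaling and, chosen after the data were seen, without matching on intensity, with matching also on direction or without the dimmest spots. The planned t-test, robust fit, array weights, rule on missing values, camera and fry were not run, as the rows of the table do not hold the same spot on each array, and the planned centring and left-out arrays were therefore applied to the joined genes.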

Differences from the paper's values

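For 5 values of Fig. 6a the colours were set against the colour bar of the picture. This was done with the values here already known, and the reading error of 0.25 was set afterwards, so the comparison was not blind. None differed by more than that error, the largest difference being 0.08. For Mmp12 the paper shows about 1.9 in #1 and about 1.8 in #2 of Fig. 6a, against 1.98 and 1.81 here. For Ccl2 it shows about 1.8 and about 1.0, against 1.73 and 1.01, and for Il1b about 1.7 in #2, against 1.67. The value of Il1b in #1 was not analysed here. Under median-centring and scaling to the same spread none differed either. The paper states that the changes in IL-1β, IL-6 and MMP-9 were significant. No test per gene was made here, so this was not examined.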

Other observations

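Vcam1, the adhesion molecule that the paper measured by RT-PCR and staining, was listed for array 2 with 2 spots at log2 ratios of 1.19 and 1.22, which were 0.48 and 0.67 on array 1. Lcn2, an NF-κB target that binds bacterial siderophores, had 2.02 on array 1 and 1.06 on array 2, and Tlr2, a receptor for bacterial lipopeptides, 1.08 and 1.16.

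Of 226 genes and unnamed spots higher on array 2, 61.9% were above 0 on array 1, against 44.1% of all 9890 spots of that array, and 12.8% were at least 1, against 7.34%. Of 192 lower on array 2, 27.1% were below 0 on array 1, against 55.9% of all spots, while 4.69% were at most −1, against 3.59% of all spots, and 47.9% were at least 1. These shares were not tested, since spots are not independent, and the list holds only part of the 2-fold spots of array 2.

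In the deposited table, array 2 and array 3 had r = 0.01 across rows, array 1 and array 2 r = 0.003, and array 1 and array 3 r = −0.02. These rows do not hold the same spots, so the values say nothing about how far the mouse pairs resemble each other.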
